# Exercise Rescues Obesogenic-Related Genes in the Female Hypothalamic Arcuate Nucleus: A Potential Role of miR-211 Modulation

**DOI:** 10.3390/ijms25137188

**Published:** 2024-06-29

**Authors:** Kayla Rapps, Asaf Marco, Hilla Pe’er-Nissan, Tatiana Kisliouk, Gabrielle Stemp, Gal Yadid, Aron Weller, Noam Meiri

**Keywords:** obesity, gene expression, hypothalamus, voluntary exercise, diet-induced obesity, epigenetics, micro-RNA

## Abstract

Obesity is a major public health concern that is associated with negative health outcomes. Exercise and dietary restriction are commonly recommended to prevent or combat obesity. This study investigates how voluntary exercise mitigates abnormal gene expression in the hypothalamic arcuate nucleus (ARC) of diet-induced obese (DIO) rats. Using a transcriptomic approach, novel genes in the ARC affected by voluntary wheel running were assessed alongside physiology, pharmacology, and bioinformatics analysis to evaluate the role of miR-211 in reversing obesity. Exercise curbed weight gain and fat mass, and restored ARC gene expression. High-fat diet (HFD) consumption can dysregulate satiety/hunger mechanisms in the ARC. Transcriptional clusters revealed that running altered gene expression patterns, including inflammation and cellular structure genes. To uncover regulatory mechanisms governing gene expression in DIO attenuation, we explored miR-211, which is implicated in systemic inflammation. Exercise ameliorated DIO overexpression of *miR-211*, demonstrating its pivotal role in regulating inflammation in the ARC. Further, in vivo central administration of miR-211-mimic affected the expression of immunity and cell cycle-related genes. By cross-referencing exercise-affected and miR-211-regulated genes, potential candidates for obesity reduction through exercise were identified. This research suggests that exercise may rescue obesity through gene expression changes mediated partially through miR-211.

## 1. Introduction

The benefits of living a healthy lifestyle—requiring regular exercise and a balanced diet—are widely acknowledged. However, maintaining such a lifestyle can be challenging for many, especially for those who are overweight. This prompts the question: Is there merit in engaging in intermittent voluntary exercise without making further lifestyle adjustments? Research conducted by ourselves and others has shown, in animal models, that obesity involves maladaptation of the satiety/hunger center in the hypothalamic arcuate nucleus (ARC) and it may entail low-level inflammation of this nucleus. Despite evidence demonstrating the benefits of exercise, the molecular pathways involved are only beginning to be understood. In this study, we delve into this question at the molecular and epigenetic levels by identifying the array of genes rescued by exercise in an obesogenic context in the ARC, with a particular focus on immune-related genes and offering the potential involvement of a specific microRNA. Diet-induced obesity (DIO) and consumption of high-fat diet (HFD) induces dysfunction in peripheral metabolically-active organs and the hypothalamus, resulting in energy homeostasis dysregulation [1]. The hypothalamic arcuate nucleus (ARC) is responsible for numerous neuroendocrine functions and integration of environmental and peripheral feedback to maintain energy homeostasis [2]. In a state of obesity, molecular changes in the ARC disturb normal metabolic feedback, perpetuating weight gain and overconsumption.

Diverse mechanisms orchestrate the perturbation of hypothalamic function in the context of obesity. In the ARC, extended HFD exposure reduces synaptic transmission [3], increases programmed cell death [4], and decreases neuronal turnover [4]. Chronic low-grade inflammation in the ARC is correlated with obesity, and both peripheral organs and the hypothalamus show signs of inflammation through weight gain. In the ARC, HFD promotes inflammatory response through chemokine/cytokine release and astrocyte and macrophage recruitment [5].

Sedentary lifestyle is a significant factor leading to obesity and metabolic syndrome (MeS). It has been established that exercise, even in the absence of diet changes elicits beneficial health outcomes [6]. In overweight rats, regular bouts of activity lead to improvements in cognitive function [7], insulin sensitivity [8], glucose metabolism [8], lipid profile [9], and overall reduction of systemic inflammation [10]. Notably, it has been shown that voluntary exercise is effective in promoting molecular and epigenetic regulation within the hypothalamus, leading to improvements in physiological traits such as stress and obesity [11,12,13]. Furthermore, as low grade inflammation has been correlated with hypothalamic dysfunction and obesity, current research has demonstrated that exercise effectively diminishes neuroinflammation [14] through the induction of anti-inflammatory markers, such as interlukin-6 (IL-6) and interlukin-10 (IL-10), coupled with a reduction in local cellular stress response [15]. 

We [16,17,18] and others [19,20] have demonstrated that transcriptional modulation in the ARC contributes to obesity and MeS, and that this effect can be reversed through weight loss. Although improvement of physiological symptoms associated with MeS have been established in obese-exercise models, our focus was on conducting a comprehensive assessment of transcriptional programs. Specifically, we were interested in exploring the role of microRNA (miR) modulation in reversal of obesogenic-related gene expression in the hypothalamus. 

miR-211 is a conserved regulator of gene expression throughout peripheral organs and the brain. It has complex regulatory roles in cancers [21] and has recently been identified as a biomarker for metastasis of breast cancer [22]. Moreover, miR-211 plays a pivotal role regulating anti-inflammatory response by inhibiting lipopolysaccharide (LPS)-induced inflammation [23]. Notably, miR-211 has been established as a regulator of neuroinflammation in the context of neurovascular episodes and neurodegenerative diseases [24]. Critically, exercise before a stroke/ischemic episode protects against progression of ischemia and increases survival by upregulating miR-211 in the brain [25]. We used a combined approach of physiology, pharmacology, and transcriptomic and bioinformatics analysis to determine the role of miR-211 in the control of energy balance, and importantly, the reversal of obesity-induced hypothalamic inflammation through voluntary exercise. 

## 2. Results

### 2.1. Voluntary Exercise Reduces Weight Gain and Body Fat in Diet-Induced Obese Rats

Exercise plays a pivotal role in reversing the metabolic symptoms linked to obesity. Thus, we used a model of voluntary running (after DIO was established) to assess both the physiological benefits and the corresponding transcriptional patterns in the arcuate nucleus (ARC). Rats were assigned to one of the four treatment groups with care to equalize body weight at weaning between HF and control diet groups and before exercise onset between sedentary and exercising groups: Chow-Sedentary (CS), Chow running (CR), High-fat Sedentary (HFS), and High-fat Running (HFR). First, we evaluated the effects of voluntary running on body weight, food consumption, and body composition. Rats that received HFD from the weaning period onward exhibited a significantly higher weight at postnatal day 90 (adulthood) compared to the chow-fed rats (*p* < 0.001). This weight difference persisted consistently throughout the four-week exercise phase, irrespective of activity levels (Figure 1A). At each time point from week 2 and onward, the running groups weighed significantly less than the sedentary groups, within each respective diet group (CR less than CS, *p* < 0.001; HFR less than HFS, *p* < 0.01). 

Both HFD-fed and chow-fed runners increased their food intake throughout the experiment (*p* < 0.05; Figure 1B), while the sedentary groups consumed similar amounts of food. It should be noted that when converting the consumption into calories, the HFD-fed groups initially consumed significantly more, but this difference diminished at the end of the 4 weeks’ experiment. 

Both groups increased activity over time, shown by increased rotations (*p* < 0.001; Figure 1C) and time spent on the wheel (*p* < 0.05; Figure 1D). Both running groups covered similar distances (Figure 1C) during weeks 1 and 2, and the CR group ran a longer distance in weeks 3 and 4 compared to HFR (*p* < 0.05). 

Body composition analysis assessed by DEXA revealed that HFS had increased fat mass compared to CS in the chest (*p* < 0.001) and abdominal regions (*p* < 0.001), but no differences in fat mass were found in the legs or tail. Further, exercise reduced fat tissue compared to HFS in all four anatomical regions sampled (chest: *p* < 0.05; abdomen: *p* < 0.001; legs: *p* < 0.05; tail: *p* < 0.05; Figure 1E–H). The legs of obese sedentary animals (CS) presented a higher bone mineral density (BMD; g/cm^3^) compared to lean sedentary animals (*p* < 0.01) (Figure 1K) with no other region or group affected (Figure 1I,J,L).

### 2.2. Voluntary Physical Activity, on the Background of HFD Affects the Expression of Functional Gene Families in the ARC

Because of the physiological benefits of exercise, we were interested in exploring whether exercise of HFD-fed rats could modify the dysregulation of gene expression in the ARC. To this end an RNA-Seq was performed on the hypothalamic ARC nucleus of the four treatment groups i.e., CS, CR, HFS, and HFR. 

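RNA of the ARC from 3 CS, 3 HFS and 4 HFR rats was analysed here, with 1 library per rat, and the CR libraries were not analysed here. Table S1 lists 4 HFS animals. HFS and HFR rats had received a diet with 60% of the energy from fat, and the rats had spent 4 weeks in running-wheel or sedentary cages. The libraries were made with a bulk version of MARS-seq, which barcodes each RNA sample and sequences the ends of its transcripts. The authors trimmed adapters with Cutadapt, aligned the reads to the rat genome Rnor6 with STAR, removed PCR duplicates and counted reads per Ensembl gene with HTSeq regardless of strand. The deposited values are whole-number counts of 32883 genes without normalization. Counts on genes ranged from 4680736 to 5634204 in CS (median 5154977), from 5769107 to 6373077 in HFS (median 6322895) and from 4753472 to 7494207 in HFR (median 5200084), and these totals are the depth that the values below use. The paper gives an average of 2251492 reads counted on features per sample. Reads outside annotated genes made up 22.4% to 26.3% of each library, reads with more than 1 alignment 17.2% to 20.6%, and neither entered the totals. All 10 libraries were fitted in 1 edgeR quasi-likelihood model with TMM normalization, for the 11892 genes that passed edgeR's filter on low counts, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the text and Table S1. Normalized counts are given as CPM, scaled to the library size with TMM factors. Gene symbols came from Tables S1 and S3, which name 606 of the identifiers. Each library was also compared with the 14 per-animal columns of Table S1 (3 CS, 4 HFS, 4 HFR and 3 CR). For 8 of the 10 libraries the ratio of the count to 1 column was constant across genes (interquartile range of its log2, 0.0). CS replicate 2 and HFS replicate 2 had a constant ratio to no column, with an interquartile range of at least 0.415, about that between different animals (0.414 or more). Values are therefore given over all 10 libraries and, for most results, over the 8 with a column in Table S1 (2 CS, 2 HFS and 4 HFR), a choice made after seeing the data. The other CS column and the other 2 HFS columns matched none of the 10 libraries, and their animals enter only the cluster means of Table S1 given below.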

Principal component analysis (PCA) clearly illustrated a distinct clustering of the CS group, showcasing marked differences from the HFS group (accounting for 43% variation on the PC1, Supplementary Figure S1). Furthermore, the HFR group cluster closely to the CS group, suggesting a potential rescue effect. 

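In a PCA of the log2 CPM of the 500 most variable genes over the 10 libraries, PC1 held 36.4% of the variance and PC2 23.6%. On PC1 the CS libraries lay at -4.91, 18.55 and -8.69, and the HFS libraries at 16.39, 13.36 and 11.61. The mean was 1.65 ± 14.76 (SD, n = 3) in CS and 13.78 ± 2.42 (SD, n = 3) in HFS, and the 2 groups were not separated by an exact two-sided permutation test (p = 0.4, where 3 libraries against 3 allow no p under 0.1). The CS library at 18.55 was replicate 2, which has no column in Table S1. With the 8 libraries that have a column, PC1 held 33.5% of the variance, with CS at 1.77 and -0.58 and HFS at 18.35 and 13.48. The share on PC1 moved most when all genes that passed the filter were used, to 23.3%.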

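The HFR libraries had PC1 values of -20.08, -12.95, -26.4 and 13.13, a mean of -11.58 ± 17.36 (SD, n = 4). On a scale with the CS mean at 0 and the HFS mean at 1, the HFR mean lay at -1.09 ± 1.43 (SD, n = 4), on the far side of CS. PC1 did not separate HFR from CS (exact two-sided permutation test, p = 0.343) or from HFS (p = 0.114 by the same exact test), and 3 libraries against 4 allow no p under 0.0571. With only the 8 libraries with a column in Table S1, the HFR mean on PC1 was -8.25 ± 19.06 (SD, n = 4), against 0.59 for CS and 15.92 for HFS. The position of HFR depended on the processing, since it was 2.04 with all genes that passed the filter, beyond HFS, and -3.65 with a prior count of 0.5 in place of 2. Without CS replicate 2 it was -0.28, and without CS replicate 3 it was -3.8.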

As each rat exhibited individual performance when exposed toIn thtfff voluntary running wheels, as expected, there was a higher expression variance within the HFR group compared to the sedentary groups (Figure S1). However, in the HFR group, only one subject deviated from the main cluster and thus it was not excluded from the analysis. 

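The mean Euclidean distance between 2 libraries of a group over the same 500 genes was 42.8 in HFR (28.1 to 51.9 over 6 pairs), 35.3 in CS (29.5 to 40.4 over 3 pairs) and 25.6 in HFS (24.9 to 26.1 over 3 pairs). The ranges of HFR and CS overlapped, and every HFR pair lay farther apart than every HFS pair. Over the 8 libraries with a column in Table S1, the distances were 43.5 in HFR, 30.8 in CS and 24.8 in HFS, the last 2 from 1 pair each.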

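The mean distance of each HFR library to the other HFR libraries was 40.2, 37.4, 48.6 and 44.9 for replicates 1 to 4. Replicate 4 was the only HFR library on the HFS side of PC1, and replicate 3 had the highest PC2 value of the 10 libraries, 30.35. Replicate 3 also had fewer genes with a count, 14312 against 15231 to 15725 in the other HFR libraries. Its total of 4753472 counts does not account for this, since CS replicate 3 had 15304 genes from 4680736 counts. How far this library widens the spread of HFR was not tested.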

The first objective was to quantify differentially expressed genes (DEGs) of the three groups (CR, HFS, and HFR), relative to the control CS group. These pairwise comparisons uncovered 265 downregulated genes and 165 upregulated genes in CS vs. HFS; 19 downregulated genes and 20 upregulated genes in CS vs. HFR, and 35 downregulated genes and 93 upregulated genes in CS vs. CR (FDR < 0.1, Figure 2A). 

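With edgeR and Benjamini-Hochberg adjustment over 11892 genes, 1 gene was called higher in HFS than in CS and none lower, with 532 genes at an unadjusted p under 0.05. The gene was *Nr4a1* (ENSRNOG00000007607), at 28.07 ± 2.85 CPM (SD, n = 3) in HFS and 11.21 ± 0.66 CPM (SD, n = 3) in CS. Its log2 fold change was 1.32 (standard error 0.20, adjusted p = 0.096 from edgeR with Benjamini-Hochberg adjustment), and it lost its call in 9 of the 10 fits that each left out 1 library. Between HFR and CS, 2 genes were called and 509 had an unadjusted p under 0.05. *Nr4a1* was higher in HFR, at 32.44 ± 4.35 CPM (SD, n = 4), by 1.53 on the log2 scale (standard error 0.19, adjusted p = 0.00968 from edgeR with Benjamini-Hochberg adjustment). ENSRNOG00000009779, for which the tables give no symbol, was lower, at 14.97 ± 2.73 CPM (SD, n = 4) against 48.36 ± 15.35 CPM (SD, n = 3) in CS (log2 fold change -1.69, adjusted p = 0.0144 from the same edgeR test with Benjamini-Hochberg adjustment). This gene lost its call in 3 of the 10 fits that each left out 1 library, and *Nr4a1* lost its HFR call in 1. Over the 8 libraries with a column in Table S1 ENSRNOG00000009779 was not called (log2 fold change -1.44, adjusted p = 0.207 from edgeR with Benjamini-Hochberg adjustment). Among the 8 libraries with a column in Table S1, edgeR called 1 of 12003 genes in CS vs. HFS, *Capg* (log2 fold change 2.05, adjusted p = 0.0355 with Benjamini-Hochberg adjustment), and 2 in CS vs. HFR, *Nr4a1* and *Ndufs7*. *Capg* and *Ndufs7* are named because they were called, after their values were seen. The largest change came with DESeq2, the tool the paper names, which called 2 genes in CS vs. HFS and 16 in CS vs. HFR (5 higher and 11 lower in HFR) over all 10 libraries. Over those 8 libraries it called 49 genes in CS vs. HFS (46 higher and 3 lower in HFS) and 33 in CS vs. HFR (19 higher and 14 lower in HFR).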

This analysis generated four clusters each with a distinctly unique pattern of gene expression (Figure 2B,C). Across all clusters, we identified a consistent pattern in gene expression changes, characterized by a significant increase or decrease in the CR group which was intensified in the HFS group, followed by a corrective expression (returning towards the baseline of control chow-fed CS) in the HFR group. 

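Of the 431 genes of Table S1, which the Results count as 430 and the section on targets as 432, 430 passed the filter over all 10 libraries. For 426 of them (99.1%) HFS differed from CS in the direction of Table S1, 91 had an unadjusted p under 0.05, 1 was called over all genes and 4 when adjusted over the list alone. The study chose this list on animals that include 8 of these 10, so neither the shared direction nor these counts are independent evidence. In the 8 libraries with a column in Table S1, all 431 genes had the direction of Table S1, 320 had an unadjusted p under 0.05, 1 was called over all genes and 379 passed when adjusted over the list alone, on the animals the list was chosen on. The mean log2 expression of each cluster relative to CS was computed per library. In HFS it was -0.63 ± 0.39 in cluster 1 (30 genes), -0.31 ± 0.17 in cluster 2 (135 genes), 0.48 ± 0.18 in cluster 3 (211 genes) and 1.15 ± 0.30 in cluster 4 (54 genes; SD over 3 libraries). In HFR it was -0.61 ± 0.55, -0.15 ± 0.11, 0.14 ± 0.19 and 0.18 ± 0.64 (SD over 4 libraries). The 3 CS libraries differed by SDs of 0.63, 0.39, 0.44 and 1.09, and CS replicate 2, at -0.70, -0.44, 0.50 and 1.24, lay beyond the HFS mean in every cluster. HFS replicate 2 lay at -0.18, -0.12, 0.28 and 0.86. Between these 2 libraries, which have no column in Table S1, the difference ran against the direction of Table S1 in every cluster, with 1 library per group. With only the 8 libraries with a column in Table S1, the HFS means were -1.22, -0.62, 0.84 and 1.93, and the HFR means -0.96, -0.36, 0.40 and 0.81. In the per-animal columns of Table S1 itself, the means were -1.40, -0.62, 0.82 and 2.32 in HFS (SD 0.12, 0.04, 0.07 and 0.41, n = 4). In HFR they were -1.22, -0.36, 0.44 and 1.25 (SD 0.55, 0.11, 0.18 and 0.72, n = 4). The SDs in CS were 0.48, 0.08, 0.10 and 0.51 (n = 3). The study chose the list on these animals, so their separation is not independent evidence.

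**Figure D1:**
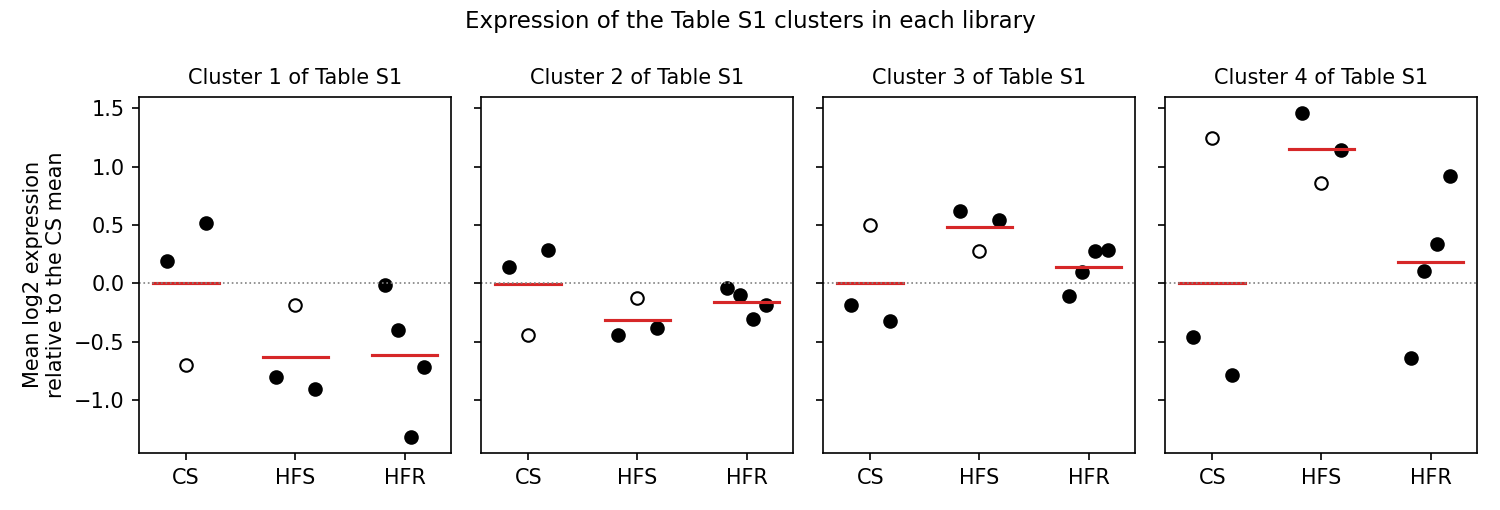
Mean log2 expression of the genes of each Table S1 cluster in each library, relative to the CS mean, for CS, HFS and HFR. Each point is 1 library, open points are CS replicate 2 and HFS replicate 2, which have no column in Table S1, and red lines are group means. CS replicate 2 is the CS library nearest to the HFS group in each cluster.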

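With each library as 1 replicate, the difference of HFS minus HFR in mean log2 expression was -0.02 in cluster 1, -0.16 in cluster 2, 0.34 in cluster 3 and 0.97 in cluster 4. Exact two-sided permutation tests of 3 HFS against 4 HFR libraries gave p = 1 for cluster 1, p = 0.171 for cluster 2 and p = 0.114 for clusters 3 and 4, where the smallest possible p is 0.0571. Over the 8 libraries with a column in Table S1, the exact two-sided p was 0.533 for cluster 1 and 0.133, the smallest that 2 libraries against 4 allow, for clusters 2 to 4. In cluster 1 the difference changed sign with a prior count of 0.5 (0.01) and without HFS replicate 1 (0.04), HFS replicate 3 (0.08), HFR replicate 1 (0.18) or HFR replicate 2 (0.03). In the fits that each left out 1 library it ranged from -0.26 to -0.11 in cluster 2, from 0.25 to 0.43 in cluster 3 and from 0.70 to 1.21 in cluster 4.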

Pairwise analysis of the average gene expression within each cluster revealed significant differences between HFS and HFR groups, across all comparisons (Figure 2C, *p* < 0.0001 in all clusters). Additionally, significant differences were identified between CS and both CR and HFS groups in all clusters (*p* < 0.0001 for CS vs. CR and CS vs. HFS). It should be noted that the voluntary exercise rescue effect was partial as the pairwise comparison between CS and HFR also showed a significant difference between the average gene expression within each cluster (Figure 2C; in all clusters, *p* < 0.0001). Together, the data support the notion that voluntary running exerts a partial rescue effect in DIO rats, mitigating the gene expression changes induced by high-fat sedentary (HFS) conditions and reverting them towards the baseline observed in the control chow-fed (CS) group. 

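For CS against HFS, the exact two-sided permutation p of the cluster means was 0.2 in cluster 1, 0.3 in cluster 2, 0.2 in cluster 3 and 0.3 in cluster 4. No cluster could reach a p under 0.1 with 3 libraries against 3. With the 2 CS and 2 HFS libraries that have a column in Table S1, every exact p was 0.333, the smallest possible, and both HFS libraries lay outside the CS range in all 4 clusters.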

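Between CS and HFR, the exact two-sided permutation p of the cluster means over all libraries was 0.229, 0.514, 0.571 and 0.857 in clusters 1 to 4. Over the 8 libraries with a column in Table S1 it was 0.133 in clusters 1 to 3 and 0.267 in cluster 4 by the same exact test.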

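Signed by the direction of Table S1, its genes had a mean fitted log2 fold change over CS of 0.49 in HFS and 0.16 in HFR over all 10 libraries, a return of 67.1% towards CS. By cluster, this return was 14.4%, 46.9%, 75.4% and 94.8% in clusters 1 to 4. Over the 8 libraries with a column in Table S1 the means were 0.97 and 0.52, a return of 46%. In clusters 1 to 4 it was 33.5%, 43.6%, 49.6% and 47% over these 8 libraries. Genes selected for a difference between CS and HFS tend to move back in any other group by the selection itself, so the 430 genes with the smallest p in CS vs. HFS were chosen anew in the deposited counts and in simulated libraries. In the deposited counts these genes returned by 39.9%, and 94.9% of them differed from CS in the same direction in HFR as in HFS. In 30 simulations with HFR equal to HFS, the median return was 27% (22.9% to 28.8%), with 99.1% in the same direction. In 30 simulations in which no group differed, it was 50.1% (45.4% to 53.1%), with 92.1% in the same direction. Both kinds of simulation drew each gene independently and took measured means as true. Their ranges leave out variation that the genes of a library share, so they do not place HFR. When other choices of high-fat libraries stood in for HFS, the return ranged from 25.6% to 78.5%. In 24 of the 35 choices it was at least the 39.9% of the real groups. With only the 8 libraries the return of genes chosen in this way was 43.6%.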

The effects on gene expression of chow-fed running (CR) were opposite to that of HFR. It should be noted that due to the voluntary nature of the running parameter, there is variation between the rats, which is likely reflected in the gene expression response (the list of genes in each cluster is depicted in Table S1).

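Along the difference between the 4 sedentary libraries that have a column in Table S1, with CS at 0 and HFS at 1, the HFR libraries lay at 0.19, 0.45, 0.71 and 0.70 over the 430 genes of Table S1. HFS replicate 2, not used for this axis, lay at 0.63, inside the HFR range, and CS replicate 2 at 0.95. The 4 libraries that define the axis lie at its ends by the selection of the genes, so a place between them is not evidence of a return. Running distance per rat was not used here, so the positions of the HFR libraries were not compared with it.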

We used GO analysis to understand the biological function of each of the gene clusters (Figure 2D). Representative biologically-relevant genes from each cluster are depicted in Figure 2E. In cluster 1, *Rescue down*, i.e., HFS is downregulated and maintains low expression with some rescue effect in HFR. 

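In cluster 1 the 4 HFR libraries had mean log2 values of -0.01, -0.40, -1.31 and -0.71 relative to CS over all libraries, from near the CS mean to below the HFS mean, and over the 8 libraries with a column in Table S1 they lay between -1.67 and -0.36, all below the CS range of -0.15 to 0.15.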

The transcriptional signature of this cluster was enriched for genes involved in regulation of ‘calcium ion transport’ and ‘modulation of synapses’. Within this cluster, we identified *Rtl5*, recognized as a microglial gene with pivotal roles in the forefront of the innate brain immune response [26]. 

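*Rtl5* (ENSRNOG00000045779) had 5.54 ± 2.17 CPM in CS (SD, n = 3), 3.79 ± 2.12 CPM in HFS (SD, n = 3) and 6.13 ± 1.73 CPM in HFR (SD, n = 4), from 14 to 48 counts per library. The log2 fold change of HFS over CS was -0.53 (standard error 0.46), that of HFR over HFS 0.69 (standard error 0.43) and that of HFR over CS 0.16 (standard error 0.42). None was called, and the groups overlapped in each comparison (adjusted p of at least 0.989 from edgeR with Benjamini-Hochberg adjustment). Among the 8 libraries with a column in Table S1 these values were -1.39, 1.26 and -0.13, so that the sign of HFR over CS changed. With each library left out in turn, HFS over CS of *Rtl5* ranged from -0.30 (without HFS replicate 1) to -1.09 (without HFS replicate 2), and HFR over HFS was 1.26 without HFS replicate 2. *Fry* (ENSRNOG00000000894), also shown in Fig. 2E, had 3.94 ± 0.56 CPM in CS (SD, n = 3), 2.22 ± 0.66 CPM in HFS (SD, n = 3) and 2.41 ± 1.99 CPM in HFR (SD, n = 4), with HFR replicate 1 at 5.38 CPM. Its log2 fold change of HFS over CS was -0.81 (standard error 0.57), and that of HFR over HFS was 0.09 with and -0.64 without HFR replicate 1.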

In the second cluster (cluster 2), *Rescue down*, genes that were initially downregulated in HFS conditions were observed to be rescued upward through running. 

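In cluster 2 the mean log2 values of the 4 HFR libraries relative to CS lay over all libraries between -0.30 and -0.04, inside the range of the 3 CS libraries, whose lower end is CS replicate 2 alone (-0.44, against 0.14 and 0.29 in replicates 1 and 3). The HFR values over the 8 libraries with a column in Table S1 lay between -0.52 and -0.24, all below the CS range of -0.07 to 0.07.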

Interestingly, genes enriched in this cluster were involved in ‘locomotion behavior’, ‘developmental growth’, and ‘presynaptic potentials’. A notable gene within this cluster is *Cck*., Cholecystokinin (CCK), has been demonstrated to regulate satiety, with several sites of action identified in the hypothalamus [27]. 

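*Cck* (ENSRNOG00000019321) was at 32.27 ± 11.87 CPM in CS (SD, n = 3), 15.16 ± 4.61 CPM in HFS (SD, n = 3) and 26.47 ± 9.55 CPM in HFR (SD, n = 4). HFS was lower than CS by a log2 fold change of -1.09 (standard error 0.34, unadjusted p = 0.00601, adjusted p = 0.994 from edgeR with Benjamini-Hochberg adjustment), and the groups overlapped. HFR over HFS had a log2 fold change of 0.80 (standard error 0.32), which was 0.52 without HFR replicate 3. CS replicate 2 and HFS replicate 2 were at 19.6 and 11.5 CPM, and without these 2 libraries the log2 fold changes were -1.17 and 0.64.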

Another gene within this cluster, *Cxcl12*, is correlated with learning and has been observed to be upregulated in exercise models [28]. 

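*Cxcl12* (ENSRNOG00000013589) was at 31.74 ± 5.73 CPM in CS (SD, n = 3), 23.72 ± 2.27 CPM in HFS (SD, n = 3) and 26.61 ± 1.74 CPM in HFR (SD, n = 4). Every HFS library was lower than every CS library (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow), with a log2 fold change of -0.42 (standard error 0.19). HFR overlapped both groups, with a log2 fold change of 0.17 over HFS and -0.25 over CS. Without CS replicate 3 HFS over CS was -0.27, and without HFS replicate 1 HFR over HFS was 0.11.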

The largest cluster (*Rescue up*, 210 genes, cluster 3), was enriched for genes regulating ‘immune system processes’, ‘wound healing’, and ‘organization of extracellular structures’. 

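In Table S1 this cluster holds 211 genes. In the deposited counts HFS was higher than CS for 210 of them over all 10 libraries and for 211 over the 8 libraries with a column in Table S1. The study chose these genes on animals that include those 8, so neither count is independent evidence.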

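Per library, the mean log2 of cluster 3 relative to CS was 0.62, 0.28 and 0.54 in HFS and -0.11, 0.10, 0.28 and 0.29 in HFR, with HFS replicate 2 inside the HFR range. Among the 8 libraries with a column in Table S1, the HFR values lay between 0.16 and 0.55, below both HFS values (0.80 and 0.88) and above the CS range of -0.07 to 0.07.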

The expression in the HFR is slightly downregulated yet significant compared to HFS. Within this cluster, we pinpointed *Btg2* and *Rras*, both of which were significantly upregulated in the HFS group, with a noteworthy modest rebound observed in the HFR group. 

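*Btg2* (ENSRNOG00000003300) had 12.91 ± 4.87 CPM in CS (SD, n = 3), 21.59 ± 1.92 CPM in HFS (SD, n = 3) and 19.04 ± 3.25 CPM in HFR (SD, n = 4). The 3 HFS libraries were higher than the 3 CS libraries without overlap, with a log2 fold change of 0.74 (standard error 0.27, adjusted p = 0.994 from edgeR with Benjamini-Hochberg adjustment). Over the 8 libraries with a column in Table S1 it was 1.13 (standard error 0.29, adjusted p = 0.514 from the same test and adjustment). HFR lay below HFS by a log2 fold change of -0.18 (standard error 0.24), within the spread between libraries. *Rras* (ENSRNOG00000037247) had 58.17 ± 23.55 CPM in CS (SD, n = 3), 75.4 ± 12.15 CPM in HFS (SD, n = 3) and 51.44 ± 9.70 CPM in HFR (SD, n = 4). HFS and CS overlapped (log2 fold change 0.37, standard error 0.25), and all HFR libraries were below all HFS libraries (log2 fold change -0.55, standard error 0.23; exact two-sided permutation p = 0.0571, the smallest that 3 against 4 allow). *Rras* in CS replicate 2 was at 85.0 CPM, and without both libraries that lack a column in Table S1, HFS over CS was 0.77 and HFR over CS turned from -0.18 to 0.21. HFS over CS of *Rras* was 0.17 without CS replicate 1 and 0.24 without HFS replicate 1. For *Btg2*, HFR over HFS was -0.09 without HFS replicate 1 and -0.29 without HFR replicate 2.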

*Rras*, which is rescued in this cluster, may serve as a strong link between the innate immunological system and obesity [29]. Cluster 4, *Rescue up*, featured genes that were markedly upregulated in the HFS group and exhibited a downregulation (trend towards the CS) in the HFR condition. This cluster was characterized by genes involved in the immune response, as seen by enrichment of GO terms ‘T-cell differentiation’, ‘wound healing’, ‘glial cell development’, and ‘cytokine response’. 

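The mean log2 of cluster 4 relative to CS was 1.46, 0.86 and 1.14 in the HFS libraries and -0.64, 0.11, 0.34 and 0.92 in the HFR libraries. With only the 8 libraries that have a column in Table S1, the HFR values lay between -0.01 and 1.54, all below the HFS values of 1.76 and 2.09, with CS between -0.16 and 0.16.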

Genes in this cluster include *Cd44*, *Cd74*, *Mt2a*, *Cxcl16*, and *HSPB*. This cluster further includes *Pomc*, a well-established anorexigenic factor, which, as demonstrated by our research and others, exhibits an altered expression pattern in obesity [16,17,18,19,20]. 

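In CS, HFS and HFR, *Cd44* (ENSRNOG00000006094) was at 4.98 ± 1.57, 9.16 ± 1.52 and 7.59 ± 3.66 CPM, and *Cd74* (ENSRNOG00000018735) at 41.42 ± 39.77, 78.95 ± 12.66 and 21.04 ± 13.68 CPM (SD, n = 3, 3 and 4). *Mt2A* (ENSRNOG00000043098) was at 44.12 ± 26.36, 84.9 ± 28.45 and 38.44 ± 20.1 CPM, and *Cxcl16* (ENSRNOG00000026647) at 17.81 ± 8.88, 27.71 ± 6.94 and 13.77 ± 6.79 CPM. *Hspb1* (ENSRNOG00000023546), the only heat shock protein B gene that Table S1 names in this cluster, was at 60.38 ± 45.92, 133.6 ± 93.5 and 50.18 ± 12.81 CPM. The log2 fold change of HFS over CS was 0.87 for *Cd44* (standard error 0.42), 0.92 for *Cd74* (0.72), 0.94 for *Mt2A* (0.56), 0.63 for *Cxcl16* (0.41) and 1.14 for *Hspb1* (0.63), each with an adjusted p of 0.994 from edgeR with Benjamini-Hochberg adjustment. For HFR over HFS it was -0.27, -1.89, -1.14, -0.99 and -1.41 (standard errors 0.38, 0.68, 0.52, 0.38 and 0.58). Only *Cd44* had HFS above CS in every library, and *Cd74*, *Mt2A* and *Hspb1* had HFR below HFS in every library (exact two-sided permutation p = 0.0571 each, the smallest that 3 against 4 allow). CS replicate 2 was the highest CS library for all of them, at 6.77, 87.3, 73.8, 28.0 and 112.8 CPM, and HFS replicate 2 was at 7.52, 73.2, 73.7, 20.5 and 81.7 CPM. Over the 8 libraries with a column in Table S1 the log2 fold change of HFS over CS was 1.29, 2.15, 1.63, 1.30 and 2.23. With each library left out in turn, HFS over CS ranged from 0.72 to 1.16 for *Cd44*, from 0.55 (without CS replicate 1) to 2.10 for *Cd74*, from 0.63 (without HFS replicate 1) to 1.53 for *Mt2A* and from 0.40 (without CS replicate 3) to 1.12 for *Cxcl16*, with the highest value without CS replicate 2. For *Hspb1* it was 1.98 without CS replicate 2 and 0.39 without HFS replicate 1, which was at 241.6 CPM against 81.7 and 77.5 CPM in the other HFS libraries, and HFR over HFS moved from -1.41 to -0.64 without it. For *Cd44* HFR over HFS was -0.01 without HFR replicate 1 and -0.52 without HFR replicate 3. HFR over CS turned over these 8 libraries from -0.96 to 0.22 for *Cd74*, from -0.21 to 0.40 for *Mt2A*, from -0.36 to 0.14 for *Cxcl16* and from -0.27 to 0.57 for *Hspb1*.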

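*Pomc* (ENSRNOG00000012686) had 503.0 ± 353.7 CPM in CS (SD, n = 3), 977.4 ± 107.0 CPM in HFS (SD, n = 3) and 764.2 ± 395.4 CPM in HFR (SD, n = 4). HFS was higher than CS by a log2 fold change of 0.96 (standard error 0.72, adjusted p = 0.994 from edgeR with Benjamini-Hochberg adjustment). HFR differed from HFS by -0.36 (standard error 0.66). Neither difference was called, and the groups overlapped in both comparisons. Over the 8 libraries with a column in Table S1, HFS over CS was 1.71 (standard error 0.87). CS replicate 2 was at 874.7 CPM, inside the HFS range of 857.2 to 1063 CPM, and HFS over CS was 1.62 without it and 0.55 without CS replicate 3, while HFR over HFS was -0.03 without HFR replicate 1 and -0.56 without HFR replicate 3. HFR replicate 1, at 182.4 CPM, lay near CS replicate 3 (170.6 CPM), and the other HFR libraries lay between 900.6 and 1067 CPM.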

Collectively, as observed in previous studies, our results affirm the beneficial effects of running on physiology and gene expression. Furthermore, our findings indicate that even in the context of obesity, voluntary running can result in a partial rescue of hypothalamic gene clusters. 

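In the direct comparison of HFS and HFR across 11892 genes, edgeR called no gene after Benjamini-Hochberg adjustment, with 504 genes at an unadjusted p under 0.05. The HFS and HFR libraries did not overlap for 814 genes (6.8%), where chance gives 5.7%. Among the 8 libraries with a column in Table S1, edgeR called none of 12003 genes, with 493 at an unadjusted p under 0.05, and DESeq2 called 5, all lower in HFR, among them *Cd74*, *Hspb1* and *Capg*. The paper proposes that voluntary running can bring about a partial rescue of hypothalamic gene clusters in obesity. It draws on the cluster means, in which HFS differed from CS and HFR lay between them in its Fig. 2C. It also draws on its PCA, where it places HFR near CS, and on single genes of the clusters. It reasons that the rescue was partial because HFR still differed from CS.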

Because of the vast transcriptome changes in the model, we next aimed to understand the regulation of these DEGs via microRNA modulation. 

### 2.3. miR-211 Modulates Feeding Behavior

While many miRs have been associated with energy balance and obesity development, we sought to uncover a novel miR that plays a regulatory role in modulating gene expression within our experimental system. In our initial in silico analysis of DEGs, we identified a considerable number of predicted miRs potentially involved in the regulation of these genes. Notably, miR-211 stood out among them, as it has been reported in previous studies to be highly active in the brain [30] and play a crucial role in controlling processes such as inflammation suppression reduction and immune regulation [24,25]. Thus, we hypothesized that miR-211 might play a role in regulating genes within the ARC under the conditions of DIO and exercise, contributing to the maintenance of a low inflammatory rate. 

To ascertain the relevance of assuming a role for miR-211 in the rescue of obesogenic traits through exercise, we compared our list of DEGs (Figure 2) with the potential targets of miR-211, as identified by miRDB and Targetscan (Figure 3A). Among the 432 DEGs, 85 were identified as potential targets of miR-211. 

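Table S2 names 85 predicted targets, of which 84 were tested in the DIO experiment. In HFS over CS, 48 of them were higher and 36 lower, with a median log2 fold change of 0.15. Against the medians of 10000 random lists matched on mean expression it lay at percentile 100, with 95% of those medians between -0.06 and 0.06. No predicted target was called by edgeR, 18 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. The study chose these genes among its own CS vs. HFS DEGs, so this shift is not independent evidence. As a set, the p was 0.034 with camera, 0.033 with its estimated correlation and 0.025 with fry. With at least 10 counts in every library the median was unchanged at 0.15, with a fry p of 0.0541.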

Notably, these potential targets included immunologically related genes such as *Cd44*. We further analyzed our identified DEGs, focusing on pathways affected by miR-211. This analysis demonstrated that a substantial number of genes in our list of altered genes could be indirectly influenced by changes in the expression of *miR-211*. To further investigate this hypothesis, we conducted a comprehensive interaction analysis on the DEGs (STRING, version 12.0). We specifically examined various levels of gene and protein interactions, including gene fusion events, phylogenetic co-occurrence, homology, co-expression, experimentally validated interactions, and curated database annotations. Our analysis demonstrated a significant enrichment of protein or gene interactions (*p*-value < 1 × 10^16^) within the DEGs. Specifically, we observed 873 interactions among the DEGs, markedly higher than the 536 interactions expected for a random set of proteins/genes of similar size and degree of distribution (Supplementary Figure S2 and Supplementary Table S2). This enrichment suggests a biological interconnection among these DEGs as a group. Importantly, we identified that 48 of the 85 overlapping genes (i.e., predicated—DEGs match) exhibited significant interactions (combined score > 0.4) with 320 other DEGs. 

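Table S2 pairs *Cd44* with 32 genes, and all 32 were tested in the DIO experiment. HFS was higher than CS for 27 of them, with a median log2 fold change of 0.43, 8 at an unadjusted p under 0.05 and 1 called. The study built this network on its own CS vs. HFS DEGs, so these values are not independent evidence. *Gad2* (ENSRNOG00000018200) was at 257.1 ± 142.2 CPM in CS (SD, n = 3), 202.0 ± 27.8 CPM in HFS (SD, n = 3) and 185.6 ± 35.8 CPM in HFR (SD, n = 4). Its log2 fold change of HFS over CS was -0.35 (standard error 0.37), which turned to 0.11 without CS replicate 1 and was -0.70 without CS replicate 2. Over the 8 libraries with a column in Table S1 it was -0.80 (standard error 0.24). *Aldh1a1* (ENSRNOG00000017619) was at 36.43 ± 13.37 CPM in CS (SD, n = 3), 59.26 ± 14.5 CPM in HFS (SD, n = 3) and 36.38 ± 13.67 CPM in HFR (SD, n = 4). HFS exceeded CS by a log2 fold change of 0.70 (standard error 0.32), or 1.05 without CS replicate 2, and HFR was below HFS by -0.71 (standard error 0.29), while HFR over CS was -0.01 over all 10 libraries and 0.35 over the 8 with a column in Table S1. Over all 10 libraries edgeR called none of these differences (adjusted p of at least 0.989 with Benjamini-Hochberg adjustment). Over the 8 libraries edgeR called neither *Gad2* in HFS over CS (adjusted p = 0.514) nor *Aldh1a1* in HFR over CS (adjusted p = 0.882), with the same adjustment.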

Among the most notable interactions, *Cd44* was predicted to influence 26 DEGs (Figure 3B), while *Gad2*, *Cxcl12*, and *Aldh1a1* also emerged as key interacting genes. These findings underline the intricate network of gene interactions and the potential direct and indirect regulatory effects of miR-211 on the expression of DEGs. 

To verify the involvement of miR-211 in obesity and its potential rescue by exercise, we evaluated its expression levels in the Arc in the four treatment groups (i.e., CS, CR, HFS, and HFR). We found that *miR-211* levels were significantly upregulated in the HFS group compared to the CS group (*p* < 0.05) and significantly downregulated in the HFR condition (*p* < 0.01) [F(_3,42_) = 7, *p* < 0.01] (Figure 3C).

MiR-211 is known as an anti-inflammatory agent [25,31], yet its specific role within the hypothalamus and its effects on energy regulation remain unknown. Therefore, to probe the post-transcriptional mechanism which may regulate hypothalamic dysregulation, we designed an experiment to explore the possibility of feeding effects induced by miR-211 administration. MiRIDIAN-hsa-miR-211 mimic, MiRIDIAN-hsa-miR-211-hairpin inhibitor, or MiRIDIAN-mimic-negative control was delivered directly to the ARC via the 3rd ventricle (Figure 3D,E). After miR-administration, rats were returned to testing caging for feeding measurement with intake measured 2, 4, and 6 h after administration (Figure 3D). 

The effectiveness of miR-211 transfection was evaluated by measuring in all groups, *miR-211* expression in the ARC. The five-fold expression of *miR-211* in the miR-211-mimic group compared to the miR-211-negative control group (*p* < 0.05) and the miR-211-hairpin-inhibitor group (*p* < 0.01) confirmed proper transfection (Figure 3F). Two hours post-administration there were no significant differences in food intake (*p* = 0.89); however, at 4 h (*p* < 0.05) and 6 h (*p <* 0.05) post-administration, a notable reduction in feeding was evident in the miR-211-mimic group compared to the miR-211-hairpin inhibitor (control) group (Figure 3G). 

### 2.4. miR-211 Is Involved in Inflammation and Cell Cycle Regulation

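ARC RNA from 4 rats injected with miR-211-mimic and 4 injected with miR-211-hairpin-inhibitor was analysed here, with 1 library per rat, and the negative control group was not analysed here. The mimic is a double-stranded RNA that acts as the mature miR-211, and the hairpin inhibitor binds the endogenous miR. Each rat received 2.5 µl at 1 µg/µl into the 3rd ventricle, and tissue was taken 6 h later. Libraries, alignment and counting were as for the DIO groups, and these files hold counts that the authors corrected for unique molecular identifiers, a step the methods do not describe. Counts on genes ranged from 1275263 to 3318751 in the mimic group (median 2274693) and from 1559206 to 6615927 in the inhibitor group (median 2049641). Every library matched 1 sample column of Table S3 by a constant ratio. The 8 libraries were fitted apart from the DIO groups with the same edgeR model and Benjamini-Hochberg adjustment, for 9625 genes. A gene was called at an adjusted p under 0.05, the threshold in the heading of Table S3, while the text and legends give 0.01. Table S3 lists 213 genes where the text counts 214, and 125 of them have an adjusted p under 0.01 there.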

Given the opposing effects observed in feeding regulation with central miR-211-mimic and -inhibitor administration, we used RNA-seq to uncover the effect of miR-211 on the transcriptional landscape of the ARC. 

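Between mimic and inhibitor, edgeR called 43 of 9625 genes after Benjamini-Hochberg adjustment, and 953 had an unadjusted p under 0.05. The groups did not overlap for 570 genes (5.9%), where chance gives 2.9%. The lowest adjusted p was that of ENSRNOG00000054344, for which the tables give no symbol, at 25.5 ± 3.4 CPM with the mimic and 72.7 ± 12.2 CPM with the inhibitor (SD, n = 4 each; log2 fold change -1.53, standard error 0.16, adjusted p = 0.00733 from edgeR with Benjamini-Hochberg adjustment). *Adamts1* and *Slfn2* followed, with log2 fold changes of -1.69 and -1.96 (standard errors 0.23 and 0.27, adjusted p = 0.0286 each from edgeR with Benjamini-Hochberg adjustment). DESeq2, the tool the paper names, moved the count most and called 194 genes, which included all 43. The count also rested on single libraries, with no gene called without mimic replicate 1 or 3 (988 and 756 at an unadjusted p under 0.05) and 111 without inhibitor replicate 1. Inhibitor replicate 4 has the deepest library of the 8, and 1 gene was called without it. At an adjusted p under 0.01, edgeR called 1 gene.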

The number of genes differently expressed between miR-211-mimic and miR-211-inhibitor (FDR < 0.01) was 214. As the main role of miRs are to inhibit gene expression, it was not surprising that 90.6% (194/214) of DEGs were downregulated by miR-211-mimic (Figure 4A, Supplementary Table S3). 

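Of the 43 called genes, 42 (97.7%, 95% Wilson interval 87.9% to 99.6%) were lower with the mimic. The exception was *Slco1c1* (ENSRNOG00000009740), at 57.21 ± 6.11 CPM with the mimic and 25.81 ± 4.35 CPM with the inhibitor (SD, n = 4 each; log2 fold change 1.16, standard error 0.16, adjusted p = 0.0286 from edgeR with Benjamini-Hochberg adjustment). Among the 953 genes at an unadjusted p under 0.05, 64.1% were lower with the mimic, and among all 9625 genes 48.4% were. The share among called genes was 93.3% with DESeq2 (181 of 194) and ranged from 92.3% to 100% in the fits without 1 library that called any gene.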

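*Nfkbia* (ENSRNOG00000007390) was at 88.3 ± 17.8 CPM with the mimic and 300.1 ± 131.8 CPM with the inhibitor (SD, n = 4 each), a log2 fold change of -1.77 (standard error 0.30, adjusted p = 0.0522 from edgeR with Benjamini-Hochberg adjustment). *Bcl3* (ENSRNOG00000043416) was at 23.4 ± 8.6 and 75.2 ± 24.3 CPM (log2 fold change -1.74, standard error 0.28, adjusted p = 0.0361 from the same edgeR test with Benjamini-Hochberg adjustment) and was the only called gene of the 4 described here. *Mt2A* was at 464.8 ± 211.2 and 1944 ± 1041 CPM, a log2 fold change of -2.07 (standard error 0.46, adjusted p = 0.159 from edgeR with Benjamini-Hochberg adjustment). For each of these 3 genes every mimic library was below every inhibitor library (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 allow). *Cd44* was at 17.0 ± 9.9 CPM with the mimic and 48.7 ± 26.6 CPM with the inhibitor, and the groups overlapped (log2 fold change -1.57, standard error 0.50; exact two-sided permutation p = 0.0571). Its adjusted p was 0.324 from edgeR with Benjamini-Hochberg adjustment. DESeq2 called all 4, with adjusted p of 4.64e-08 for *Nfkbia*, 1.32e-06 for *Bcl3*, 0.0015 for *Mt2A* and 0.0286 for *Cd44* after Benjamini-Hochberg adjustment. With edgeR, *Bcl3* lost its call without any one of mimic replicates 1, 2 and 3 or without inhibitor replicate 4.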

GO analysis revealed that miR-211 is indeed involved in inflammatory suppression, including gene pathways associated with ‘cytokine response’, ‘regulation of the cell cycle’, and ‘apoptosis’ (Figure 4B). miR-211-downregulated DEGs related to the immune system included genes such as *Nfkbia* (t_6_ = 5.21, *p* < 0.01), *Cd44* (t_6_ =2.57, *p <* 0.05), *Bcl3* (t_6_ = 5.06, *p* < 0.01), and *Mt2a* (t_6_ = 4.35, *p* < 0.01). Further, we found downregulated genes related to cell cycle, including *Ccl19* (t_6_ = 3.32, *p* < 0.05), *Btg2* (t_6_ = 3.71, *p* < 0.001), *Gadd45b* (t_6_ = 6.02, *p* < 0.001), and *Bak1* (t_6_ = 4.57, *p* < 0.01) (Figure 4C). 

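*Gadd45b* (ENSRNOG00000019822) was at 34.4 ± 7.5 CPM with the mimic and 112.9 ± 42.8 CPM with the inhibitor (SD, n = 4 each), a log2 fold change of -1.73 (standard error 0.25, adjusted p = 0.0298 from edgeR with Benjamini-Hochberg adjustment). *Bak1* (ENSRNOG00000000485) was at 18.1 ± 3.6 and 32.6 ± 5.7 CPM, a log2 fold change of -0.88 (standard error 0.20, adjusted p = 0.0953 from edgeR with Benjamini-Hochberg adjustment). *Btg2* was at 21.8 ± 4.1 and 43.0 ± 13.7 CPM, a log2 fold change of -0.99 (standard error 0.23, adjusted p = 0.108 from edgeR with Benjamini-Hochberg adjustment). In all 3 the mimic and inhibitor libraries did not overlap. *Ccl19* (ENSRNOG00000015668), with 4 to 317 counts per library, was at 3.79 ± 2.69 and 41.2 ± 35.5 CPM, and its groups overlapped (log2 fold change -3.48, standard error 0.85, adjusted p = 0.191 from edgeR with Benjamini-Hochberg adjustment). DESeq2 also called *Ccl19* (adjusted p = 0.00724), *Btg2* (0.0163) and *Bak1* (0.0241) after Benjamini-Hochberg adjustment. *Gadd45b* lost its edgeR call without any one of mimic replicates 1, 2 and 3 or without inhibitor replicate 4.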

Next, we assessed the overlap between the altered genes in DIO/exercise and genes that are differentially expressed between rats which were injected intracranially with miR-211 and miR-inhibitor. We found that 21 genes were mutually differentially expressed (Figure 5A). 

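Of the 9365 genes tested in both experiments, none was called by edgeR in both, with 1 gene called in CS vs. HFS and 38 between mimic and inhibitor (Fisher's exact test, two-sided, p = 1). DESeq2 calls in both experiments gave no shared gene either, from 2 and 145 genes. Because so few genes were called in CS vs. HFS, the genes of Table S1 were also taken in place of those calls, a step chosen after seeing the data. Among 361 such genes, 2 were called by edgeR between mimic and inhibitor, where 1.46 were expected (odds ratio 1.39, Fisher's exact test, two-sided, p = 0.658), and 19 were called by DESeq2, where 5.59 were expected (odds ratio 3.91, Fisher's exact test, two-sided, p = 2.77e-06). This test takes genes as independent draws and does not measure the variation between rats.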

The majority of the overlapped genes were identified between the genes affected in the HFD-fed rats (Figure 5A) and among them were genes associated with ‘wound healing involved in inflammatory response’, ‘inflammatory response’, and ‘negative regulation of apoptotic signaling pathway’. Specifically, some of the genes involved include *Hmox1*, *Cd44*, and *Timp1*. 

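Of these 19 genes, 18 were higher in HFS than in CS and lower with the mimic than with the inhibitor, and 18 moved back towards CS in HFR. Table S1 lists all 19 as higher in HFS, so the selection of the genes favours both the rise in HFS and the return in HFR. What share would return without an effect of running was not computed for these genes. *Metrn* was higher in HFS and higher with the mimic (log2 fold changes 0.16 and 0.75). In the DIO libraries 6 of the 19 had an unadjusted p under 0.05 in CS vs. HFS and none was called, and 1 passed when adjusted over the list alone, which is not independent evidence because the study chose Table S1 on animals that include those of 8 of the 10 DIO libraries.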

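*Hmox1* (ENSRNOG00000014117) was at 16.84 ± 4.11 CPM in CS (SD, n = 3), 23.13 ± 10.14 CPM in HFS (SD, n = 3) and 16.13 ± 3.97 CPM in HFR (SD, n = 4). With the mimic it was at 37.4 ± 8.9 CPM and with the inhibitor at 149.5 ± 81.8 CPM (SD, n = 4 each), without overlap. The log2 fold change was 0.45 for HFS over CS (standard error 0.31, adjusted p = 0.994 from edgeR with Benjamini-Hochberg adjustment) and -2.04 for mimic over inhibitor (standard error 0.40, adjusted p = 0.103 from the same test and adjustment). *Timp1* (ENSRNOG00000010208) was at 17.49 ± 9.68 CPM in CS (SD, n = 3), 32.49 ± 4.81 CPM in HFS (SD, n = 3) and 15.6 ± 7.71 CPM in HFR (SD, n = 4), with all HFS libraries above all CS and all HFR libraries. With the mimic it was at 122.4 ± 101.2 CPM and with the inhibitor at 553.6 ± 314.8 CPM (SD, n = 4 each), and these groups overlapped. Its log2 fold change was 0.88 for HFS over CS (standard error 0.45) and -2.21 for mimic over inhibitor (standard error 0.70, adjusted p = 0.365 from edgeR with Benjamini-Hochberg adjustment). Without HFS replicate 1, at 34.83 CPM against 17.75 and 16.81 CPM in the other HFS libraries, HFS over CS of *Hmox1* was 0.03 and HFR over HFS moved from -0.52 to -0.08. For *Timp1* HFS over CS was 0.56 without CS replicate 3 and 1.39 without CS replicate 2. DESeq2 called *Hmox1* between mimic and inhibitor (adjusted p = 1.67e-06) and did not call *Timp1* (adjusted p = 0.0737 after Benjamini-Hochberg adjustment). Over the 8 DIO libraries with a column in Table S1, HFR over CS turned from -0.06 to 0.09 for *Hmox1* and from -0.16 to 0.35 for *Timp1*.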

Subsequently, we conducted a correlation analysis between the DEGs linked to miR-211 administration and the distinct clusters outlined in Figure 2. Our analysis unveiled a noteworthy correlation between the downregulated genes (miR-211-mimic vs. miR-211-inhibitor) and both cluster 3 and 4 (indicating an increase in HFD and rescue in HFR) as depicted in Figure 5B. These findings suggest a convergent beneficial effect between the impact of miR-211 on hypothalamic gene expression and voluntary running within the context of obesity (Figure 5B). 

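Among the 9365 genes tested in both experiments, 37 were called lower with the mimic by edgeR. Cluster 3 of Table S1 held 2 of them among 198 genes, where 0.78 were expected (odds ratio 2.66, Fisher's exact test, two-sided, p = 0.184), and cluster 4 held none among 30 genes (p = 1, the same exact test). Clusters 1 and 2 held none. With DESeq2 calls, of which 134 were lower with the mimic, cluster 3 held 12 (2.83 expected, odds ratio 4.78, Fisher's exact test, two-sided, p = 2.52e-05), cluster 4 held 6 (0.43 expected, odds ratio 17.98, p = 3.43e-06 by the same exact test) and clusters 1 and 2 held none. With all 32883 genes in the files as background in place of the tested genes, the 2 edgeR calls in cluster 3 gave an odds ratio of 7.81 and p = 0.0298 by the same exact test. Fisher's exact test takes genes as independent draws, so none of these p measures the variation between rats. From the overlap of the genes that the mimic lowered with the clusters that rose in HFS and fell back in HFR, the paper proposes that miR-211 and voluntary running converge on hypothalamic gene expression in obesity.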

As *Cd44* emerged in both the running-rescue cluster and was affected by the miR-211 injection, we validated its role as a target of miR-211 by confirming its binding to the 3′UTR seed site. To this end, we constructed a psi-check vector with the putative binding site of *Cd44* mRNA and transfected miR-211, or negative control. A dose of 10 nmol of miR-211 inhibited luciferase activity (*p* < 0.001), indicating that miR-211 indeed successfully binds to, and can inhibit, *Cd44* expression (Figure 5C).

## 3. Discussion

The benefits of living a healthy lifestyle by exercising and maintaining a balanced diet are vastly understood, but maintaining this lifestyle is often challenging for many individuals. The question then arises, is it beneficial to participate in some exercise, without making other lifestyle changes? 

In this work, we aimed to uncover what occurs on a physiological, genetic, and epigenetic level in the ARC when rats are given the opportunity to run voluntarily, with the background of obesity. We focused on microRNA modulation in this context because epigenetic modifications are dynamic and may be the driver for this reversible phenomenon. We found that along with reduced fat mass, upregulation of genes related to feeding behavior such as *Pomc* and *Cck* occurred. Exercise had a partial rescue effect on diet-induced hypothalamic inflammation, shown by patterns of transcriptional rebound of genes such as *Cd44, Rtl5, Rras*, and *Cd74*. Importantly, our data suggest that these alterations in gene expression within the ARC may be partially mediated by miR-211. This aligns with our transcriptomic focus and emphasizes the methodological approach employed in our study. This work highlights the role of miR-211 as an anti-inflammatory and neuroprotective agent in the hypothalamus, similarly to its previously published role in peripheral organs [32,33]. 

### 3.1. Voluntary Exercise Reduces Weight Gain and Body Fat in Diet-Induced Obese Rats

HFD-fed rats presented a higher BW compared to the chow-fed rats, even in the exercised group. Although exercise attenuated increase of BW in rats which maintained HF feeding, they did not reach baseline weight of CS. Voluntary exercise both in HFD and chow-fed rats reduced the amount of eating in the first 2–3 weeks of the experiment and reached sedentary levels in both treatments towards the end of the experiment. It is important to highlight that, initially, the rats fed a high-fat diet (HFD) consumed fewer grams of food compared to the chow-fed rats. However, when converting the food amount to calories, the HFD-fed rats consumed significantly more calories at the beginning of the experiment. These findings corroborate previous reports showing that exercising, while continuing consumption of energy-dense foods, resulted in less weight gain due to energy balance deficit from the increased movement [34]. The results presented in this study differ from those previously reported, which indicated sustained weight gain in female rats subjected to forced exercise [35]. These disparities may stem from the use of voluntary exercise in the current experiment, contrasting with the forced exercise employed previously. It is noteworthy that the high-fat diet fed rats in this study ran both less time and a shorter distance than the chow-fed rats, potentially influenced by the burden of overweight. As expected, the active rats had less fat tissue than the sedentary rats. Interestingly, the obese sedentary rats had more bone mineral deposited in the leg region, likely due to chronic weight-bearing on lower extremities due to excess weight [36].

It has been previously reported that male rats undergoing exercise show a reduction in food intake and a slower rate of weight gain. In contrast, female rats compensate for exercise by consuming more food, leading to a sustained rate of weight gain [35]. Since the phenotypic differences are clear, one would also expect gender differences in the molecular and epigenetic effects induced by voluntary exercise on the background of obesity. Recognizing the considerable effort involved in exploring these inquiries comprehensively across both genders, our project strategically focuses on females. This approach builds upon our prior experiments, revealing that females tend to demonstrate more pronounced responses in terms of weight gain or loss [15]. The question of the molecular/epigenetic correlates of exercise in males and sex differences should be addressed separately. 

The chow-running group exemplifies an optimal and healthiest lifestyle among the studied rats. These rodents, given the freedom to engage in voluntary running activities, display an inclination towards utilizing the exercise wheel. Intriguingly, their tendency for running intensifies over time, emphasizing the intrinsic appeal of physical activity for these animals. Notably, their dedication to running is so pronounced that it translates into reduced time spent on eating, resulting in a lower overall food consumption compared to their sedentary counterparts. In parallel, the transcriptional signature of these rats differs from the CS rats that are basically non-active. The gene expression pattern of the clusters that were unbiasedly created demonstrate that there is an opposite effect when comparing the HFS and the CS in respect to the CR rats. Drawing from both previous publications [7,8], we can assume that voluntary running optimizes brain activity, a process disrupted by the low levels of inflammation in the high-fat sedentary rats. However, the partial rescue effect of running in the obesogenic background brings the hypothalamic gene expression pattern of the HFR closer to the levels of the CR. 

### 3.2. Voluntary Physical Activity, on the Background of HFD-DIO Affects the Expression of Functional Gene Families in the ARC

The primary objective of this project is to underscore the benefits of voluntary exercise on molecular and epigenetic processes within the hypothalamus. We theorized that by optimizing behavioral outcomes, we will be able to identify significant molecular changes. When comparing DIO animals to their chow-fed counterparts, a discernible transcriptional signature emerges. This signature is predominantly associated with altered feeding regulation, elevated levels of inflammation, an upregulated innate immune response, and observable impairments in brain development and synaptic modulation (Figure 2B,C). In alignment with these findings, it has been well established that obesity is linked to chronic low-grade inflammation, partly induced by alterations in muscle tissue [37] and adipose tissue, facilitated by macrophage activation [38]. These complementary results further underscore the interplay between molecular processes and the systemic effects of obesity.

We hypothesized that exercise might have beneficial outcomes on the brain, even when the animals are maintained on HFD. Of particular interest, we found that the *Rescue up* clusters containing genes that are upregulated in HFD condition but are reduced due to exercise were highly enriched for genes responding to ‘feeding regulation’, ‘T-cell differentiation’, ‘wound healing’, ‘glial cell development’, and ‘cytokine response’. Genes in these cluster include *Pomc*, *Cck*, *Cd44*, *Cd74*, *Mt2a*, *Cxcl16*, and *HSPB*. The identification of genes like *Pomc*, which exhibit altered expression patterns in obesity, as demonstrated in our research and by others [16,17,18,19,20], enhances our confidence that the list of rescued genes identified here is indeed relevant. Furthermore, systemic inflammation is a hallmark of obesity, and here we show that pro-inflammatory transcripts are at least partially downregulated in active obese rats (HFR). Pro-inflammatory glucocorticoid signaling is triggered by the binding of macrophage migration inhibitory factor to the Cd74/Cd44 receptor [39]. Even preceding substantial weight gain, a few days of HFD-consumption triggers inflammatory changes such as astrocytes and microglia recruitment and markers of neuronal injury in the hypothalamus [40]. Activation of inflammatory pathways in the hypothalamus of lean, chow-fed rodents results in obesity, showing that hypothalamic inflammation is not only a pathological outcome of obesity, but an active player in the development and progression of obesity. Our findings support these reports, showing that these genes are involved in obesity-induced inflammation. Further, our novel findings indicate that they can be rescued with moderate exercise in the hypothalamic ARC. 

In addition to genes involved in inflammation regulation, we found a rescue pattern of genes related to apoptotic processes and cellular proliferation. Recently there has been evidence of continuous cellular remodeling in the different hypothalamic regions, including the ARC. HFD led to increased apoptosis [3,41] of newly generated neurons and decreased generation of new neurons, resulting in fewer synapses of POMC and AgRP neurons [1]. The enrichment pattern suggests that physical activity has distinct beneficial outcomes on neural functions, and further that the clusters outline novel targets that may be advantageous results of voluntary exercise in obese rats.

### 3.3. miR-211 Modulates Feeding Behavior and Is Involved in Inflammation Processes in the ARC

MiRs have previously been implicated in the regulation of both peripheral metabolic pathways and central mechanisms. Furthermore, the benefits of exercise have been correlated with the levels of miR expression [42]. The role of miRs in obesity-associated disorders and the impact of exercise training on the heart, vascular tissue, and adipose tissue have been extensively reviewed [43]. Additionally, lifestyle factors, including diet and exercise, have been shown to influence the incidence, recurrence, and mortality rates related to cancer among breast cancer (BC) survivors, with miR regulation playing a key role [44,45]. In the satiety centers, in the hypothalamus, microRNA-33 has been demonstrated to controls hunger signaling in hypothalamic AgRP neurons [46]. Despite these findings, there are likely many miRs involved in a complex interplay that regulates both obesity and the beneficial effects of exercise on health issues associated with obesogenic traits [42].

Identifying upregulation of inflammatory-related genes such as Cd44 in response to a high-fat diet (HFD) is noteworthy, and their subsequent rescue through exercise raises questions about the modifying agent. In parallel, miR-211 is also upregulated in the presence of HFD, suggesting a potential regulatory role. While we identified an overlap between several genes predicted to be controlled by miR-211 (Figure 3A) and the downregulated genes in the high-fat sedentary (HFS) group (Figure 2C), surprisingly, it seems that several other genes remain upregulated. One plausible explanation lies in the correlation between obesity and low-grade inflammation in the hypothalamus. It is conceivable that miR-211 plays a role in modulating inflammatory processes, acting as a suppressor to maintain homeostasis. However, the elevation in the expression pattern of *miR-211* in the chronic steady state of DIO is probably not enough to block the natural occurring elevation in the expression of these aforementioned inflammatory genes. Without the upregulation of miR-211, there might be a significant surge in inflammation. Thus, it seems that miR-211 may serve as a key regulatory element, preventing an escalation of inflammatory responses in the context of obesity.

To establish the role of miR-211 in the ARC in the context of feeding control, exogenous administration of miR-211 to the ARC was performed. Indeed, increased food intake was observed 4 h and 6 h after miR-211-inhibitor injection. In addition, some inflammatory related genes, i.e., *Btg2* and *Cd44*, were downregulated in the miR-211-mimic injected rats, which strengthens the possibility that this regulation mechanism is involved in the weight control phenotype (Figure 5A). It should be emphasized that this experiment addressed only eating motivation, without directly addressing the HFD or the voluntary exercise effect. 

To identify new candidates that may influence hunger/satiety in the arcuate nucleus (ARC), we generated a list of 21 candidate genes modulated by both miR-211 administration and DIO. Among those genes, we identified clusters related to inflammation and immunity, including cytokines and wounding, as well as cell cycle regulation. An example of such a gene is *Cd44*, which is both upregulated in obesity, rescued by voluntary exercise, and downregulated by injection of miR-211. Indeed, these findings corroborate the hypothesis that the expression of miR-211 is amongst the mechanism that controls inflammation in the ARC. To verify that Cd44 indeed is a target of miR-211, in vitro luciferase assay confirmed the binding of miR-211 to *Cd44*. 

In theory, an obesogenic environment should trigger an upregulation of anorexic neuropeptides in the ARC. However, our findings reveal an unexpected upregulation of *Pomc* in DIO rats. Several factors may account for this phenomenon. Firstly, prolonged exposure to a high-fat diet could induce stress, influencing the expression of *Pomc*. Additionally, our prior research has indicated malprogramming in the ARC signal transduction pathway during obesity, leading to the disruption of *Sp1* binding to the hypermethylated Pomc promoter and, consequently, non-elevated levels of *Pomc* in DIO rats [32]. Interestingly, we observe a similar paradoxical upregulation of *Pomc* in rats subjected to a high-fat diet. However, voluntary running markedly mitigated this effect.

### 3.4. Voluntary vs. Obligatory Exercise in DIO Rats

Utilizing either obligatory or voluntary exercise protocols within the context of an obese phenotype presents both merits and drawbacks. Implementing obligatory exercise would ensure uniformity in exercise parameters between obese and control rats, holding promise for facilitating direct comparisons and elucidating the effects of exercise intervention on both groups. However, imposing obligatory exercise on obese rats introduces several potential challenges. Notably, it may exacerbate the burden on these animals compared to their control counterparts, potentially leading to heightened stress levels among the obese cohort. Stress, particularly in the context of obesity, can evoke physiological responses that may confound experimental outcomes and interpretation. Moreover, the increased effort required for exercise engagement in obese rats could perturb their food consumption patterns, thereby complicating the assessment of metabolic responses and overall health outcomes.

Previous studies have demonstrated that forced and voluntary exercise differentially affect brain and behavior. In a project in which both voluntary and forced exercise groups covered the same distance, voluntary exercisers ran at higher speeds and for less total time than forced exercisers. When compared with sedentary controls, forced but not voluntary exercise was found to increase anxiety-like behaviors in the open field [47]. Furthermore, on the molecular level, voluntary exercise protects against stress-induced decreases in brain-derived neurotrophic factor protein expression [48]. Since one of the important goals of this project was to demonstrate the benefits of participating in some exercise without making other lifestyle changes and to elucidate the repertoire of genes in the ARC that are rescued by exercise on an obese background, we chose to use the voluntary exercise model in this project. However, it should be noted that studying forced exercise would contribute to the knowledge acquired here.

## 4. Limitations, Future Directions, and Conclusions

The findings presented here expand the repertoire of genes altered by obesity and rescued by voluntary exercise, emphasizing the role of inflammation in the hypothalamus as a key factor in the obesogenic phenotype. Additionally, they highlight miR-211 as an important target for intervention. miRs are increasingly recognized as critical regulators of host homeostasis and the innate immune response, including the maintenance of immune equilibrium [42]. Understanding the role of miRs in correcting dysregulated gene expression in the hypothalamus is essential for combating obesity, which has become a global epidemic.

In recent years, significant progress has been made in designing and strategizing the delivery of miR mimics or antagomiRs [49]. These advanced approaches hold great promise for developing therapeutics aimed at targeting the metabolic and inflammatory disruptions associated with obesity. By modulating miR-211, it might be possible to influence key pathways involved in appetite regulation and inflammatory responses, potentially offering new avenues for effective treatment of obesity and related metabolic disorders.

Further research into miRs’ mechanisms of action and their interactions within the hypothalamus could pave the way for innovative therapies that not only address the symptoms of obesity but also its underlying causes. This could lead to more sustainable and effective interventions, improving health outcomes for individuals affected by obesity and its associated complications.

A notable limitation of this research is its inability to account for cell composition within the target tissue. The arcuate nucleus is a heterogeneous structure composed of various cell types, with only about half of its cells being neurons. Among these neurons, satiety/hunger neurons represent only a small fraction. Consequently, without a method to control for cell composition, it is challenging to determine whether observed differences in gene expression are due to specific changes within certain cell types or shifts in the overall composition of different cell types. To address this limitation, future experiments should include gene expression analysis with identified cell types, potentially through cell sorting techniques. This approach would allow for a more precise understanding of how specific cell populations contribute to the observed gene expression changes. 

In conclusion, our study provides evidence that physical activity, even without significant weight loss or dietary changes, can profoundly benefit the health of individuals with obesity. Specifically, we have delineated the repertoire of genes that undergo reversal in the arcuate nucleus of obese rats following voluntary physical activity. It is noteworthy that among these genes are those associated with low-grade inflammation. Furthermore, we elucidate the potential role of miR-211 in regulating these genes, both as a primary target and as secondary effects of the pathways influenced by miR-211 targets. These findings are particularly encouraging, as they suggest that even modest increases in physical activity can yield significant positive impacts on obesity-related health outcomes. Our research underscores the crucial importance of regular exercise as a means of enhancing health status and fostering overall well-being in the population.

## 5. Material and Methods 

### 5.1. Animals

All experimental procedures were approved by the Bar-Ilan University Animals Care and Use Committee and were performed in accordance with the American Psychological Association and Society for Neuroscience guidelines. All efforts were made to minimize suffering and the number of rats used.

Female Wistar rats were bred at Envigo RMS (Jerusalem, Israel) and brought to Bar-Ilan University’s rodent facility at standard weaning age (post-natal day 21 (PND)). Rats were fed either standard chow (2018SCF; Teklad Global 6% Fat Rodent Diet; Harlan, Madison, WI, USA) or a 60% high-fat diet (D12492; Research Diets, Inc., New Brunswick, NJ, USA), depending on experimental group. Rats were given free access to water and their designated diet ad libitum throughout the entire study. Room temperature was maintained at 22 ± 2 °C, with a standard 12-hour lights on/off schedule. Each home cage was equipped with standard rodent bedding and plastic tube for enrichment. 

### 5.2. Voluntary Wheel Running after Diet-Induced Obesity

The experiment was conducted twice. In Phase I of each experiment, rats were raised from PND 21-90 on either chow (total n = 12 in each experiment) or HFD (total n = 12 in each experiment) in pairs, in standard cages with plastic enrichment tubes. In Phase II, rats were housed individually in PhenoMaster cages (TSE Systems Inc., Bad Homberg, Germany), with exposure to a running wheel, or a sedentary environment. Rats were assigned into one of the four treatment groups with care to equalize body weight between diet groups: Chow-Sedentary (CS), Chow running (CR), High-fat Sedentary (HFS), and High-fat Running (HFR) (n = 6 per experimental group in each experiment, total n = 12 per group). The experimental computerized activity cages were equipped with stainless-steel running wheels with a diameter of 25cm. The non-running cages did not have a wheel, but a plastic tube was provided to supplement enrichment. The PhenoMaster system collected feeding and running data duration over the 4-week experiment. Rats were weighed on a weekly basis. At the end of Phase II, rats were sacrificed. 

Rats underwent a training protocol one week prior to Phase II. During training, they were transferred in pairs into experimental PhenoMaster cages with novel water bottles and food hoppers overnight for 4 consecutive nights to learn how to feed and drink from the new equipment. During the light hours, rats were housed in their home cages and continued to eat and drink as usual. This protocol ensured that normal amounts of food and water were consumed in the days leading up to the transfer into individual experimental cages. 

### 5.3. Intracerebroventricular Administration miR-211

#### 5.3.1. Surgery and Cannula Implantation

Female Wistar rats were bred at Envigo RMS (Jerusalem, Israel) and brought to the Bar-Ilan University’s rodent facility at PND 60 (130–140 g, n = 30). They were assigned randomly and housed in groups of 3 during the acclimation and handling period for two weeks. Rats were given free access to water and ad libitum chow throughout the study. Room temperature was maintained at 22 ± 2 °C, with a standard 12 h lights on/off schedule. Experiments were conducted during the dark hours. 

For cannula implantation, rats were anesthetized intraperitoneally (i.p.) with ketamine hydrochloride (100 mg/kg) and xylazine (10 mg/kg) (Sigma-Aldrich-Merck, Jerusalem, Israel). A 22-gauge guide cannula was implanted with the aid of a stereotactic device (David Kopf Instruments, Los Angeles, CA, USA) into the 3rd ventricle (coordinates from Bregma [50]): AP: −2.12 mm; L: 0 mm; DV: 7.5 mm) and sealed with a cannula dummy (Plastics One, Roanoke, VA, USA), then secured to the skull with screws and dental acrylic cement. Gentamicin was applied to the exposed tissue to minimize infection. A cocktail of Baytril (0.4 mg/kg) and Carprofen (0.1 mg/kg) (Sigma-Aldrich-Merck, Jerusalem, Israel) were administered subcutaneously (S.C.) after surgery, and for two days post-op. The rats were given 10–14 days to recover before undergoing intracranial ventricular infusion. During this time, the rats were given free access to chow and water.

#### 5.3.2. Feeding Assessment

Rats were fasted overnight before assessing food intake, in order to ensure a uniform hunger level between all rats [51]. Chow was replaced at the onset of the dark hours (t = 0 h), and weighed manually at time points 2 h, 4 h, and 6 h after onset of dark phase. Rats were assigned into one of the three treatment groups with care to equalize body weight between groups (n = 10 per group). On the day of the experiment, at t = 0, intracranial ventricular infusion the various miR compounds was administered (see below). The internal cannula remained in place for 5 min after the infusion. Rats were returned to their cages with access to chow. Chow was weighed manually at time points 2 h, 4 h, and 6 h after administration. At hour 6, rats were sacrificed. The experimenter was blind to the treatment when measuring the food intake. The placement of the guide cannula was verified by visual inspection when frozen brains were sliced using the cryostat. 

#### 5.3.3. Pharmacological Compounds

MiRIDIAN hsa-miR-211 mimic, MiRIDIAN hsa-miR-211-hairpin inhibitor, and MiRIDIAN mimic-negative control (Horizon, Cambridge, UK) were dissolved in BrainFectIN (Oz Biosciences, Marseille, France) to a concentration of 1 μg/μL according to manufacturer’s instructions. Each compound was prepared freshly before administration. The solution (total volume 2.5 μL) was infused for 5 min. 

### 5.4. Tissue Collection

#### 5.4.1. Sacrifice

At the end of each experiment, rats were sacrificed via rapid decapitation after brief CO_2_ exposure. Brains were removed and immediately frozen on dry ice and stored at −80 °C.

#### 5.4.2. Neural Tissue Extraction

Coronal brain sections of the hypothalamus were sliced using a cryostat (−2.3 to −4.5 mm Bregma, using Paxison and Watson coordinates) and the ARC was extracted with a 1 mm disposable Miltex biopsy punch plunger (Bar Naor Ltd., Petah Tikva, Israel). Punches from each hemisphere were immersed in RNA Save (Biological Industries, Kibbutz Beit-Haemek, Israel) for downstream RNA extraction. 

### 5.5. DEXA

The body composition of the subcranial corpses was measured using the Lunar PixiMus dual-energy X-ray absorptiometry (DEXA) (software version 1.42.006.010; Lunar Corp, Madison, WI, USA). Calibration of the instrument was performed according to the manufacturer’s instructions. Because of the large size of the rodents, four anatomical regions of the thawed corpses were scanned separately: chest, abdomen, legs, and tail. The size and area of region of interest (ROI) for each anatomical structure was standardized for each subject. Analysis of the scans yielded measurements of bone mineral density (BMD) in mg/cm² and % fat tissue. DEXA analysis was conducted in 4–6 rats per treatment group. 

### 5.6. Total RNA Extraction

RNA was isolated using TriReagent (Molecular Research Center, Cincinnati, OH, USA) from samples from DIO/RW experiment, and RNA/DNA Purification Micro Kit (Cat. 50300) (Norgen BioTek Corporation, Thorold, ON, Canada) from samples from miR-injection experiment, each according to the manufacturer’s instructions. 

#### 5.6.1. Micro-RNA Quantification

Mature miRNA levels were quantified using hsa-miR-211 TaqMan MicroRNA assays (Applied Biosystems, Waltham, MA, USA) according to the manufacturer’s instructions. Briefly, 10 ng of total RNA was reverse-transcribed using TaqMan MicroRNA Reverse Transcription Kit and miRNA-specific RT-primer, followed by real-time PCR with TaqMan probes (Applied Biosystems, Waltham, MA, USA). Within each sample, relative miRNA expression was normalized to that of Hprt mRNA.

#### 5.6.2. RNA-Seq

RNA-Seq protocol for the voluntary running experiment and the miR-211 injection were performed similarly. RNA-seq libraries were prepared at the Crown Genomics institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science, Rehovot, Israel. A bulk adaptation of the MARS-Seq protocol [52,53] was used to generate RNA-Seq libraries for expression profiling of all 4 voluntary experiment groups (n = 3 CS and CR, n = 4 HFS, and HFR) and the 2 miR-211 experimental groups (n = 4 for both treatment groups i.e., miR-211-mimic and miR-211-hairpin-inhibitor). Briefly, (30 ng of input) RNA from each sample was barcoded during reverse transcription and pooled. Following Agencourt Ampure XP beads cleanup (Beckman Coulter, Brea, CA, USA), the pooled samples underwent second strand synthesis and were linearly amplified by T7 transcription. The resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with Illumina sequences during ligation, RT, and PCR. Libraries were quantified by Qubit and TapeStation, as previously described [54,55]. Sequencing was done on a Nextseq 75 cycles high output kit (Illumina, San Diego, CA, USA). All RNA-Seq data were deposited to the Gene Expression Omnibus database under accession number GSE232510.

#### 5.6.3. RNA-Seq Analysis

Trimming of Illumina adapters was performed with Cutadapt (V3.4). The raw fastq data were aligned to the Rnor6 reference genome using STAR (v 2.7.9a) with an 86% alignment rate, resulting in an average of 11,371,935 mapped reads per sample. 

The SAMtools collection [54] was used to sort, remove PCR duplicates (rmdup), index BAM files (index), and calculate library statistics (unique mapped aligned—9,313,424; feature count—2,251,492). To estimate transcript abundances, the mapped reads were processed by HTseq (v 0.13.5), with the following parameters: ‘htseq-count -s no --mode = union’. Finally, ‘read count’ matrix was assembled from all the tested RW groups and pair-wise differential gene expression analysis was performed using DESeq2. To elucidate genes alterations, we assessed the fold change expression of DEGs (CS vs. HFS, n = 430), across all groups (i.e., CS, CR, HFS, HFR), with 61 relative to the CS group and unbiasedly clustered (k-mean) them with R packages; Circlize (0.4.15), ComplexHeatmap (2.18), gridExtra (2.3), and viridis (0.6.4). Respective heatmaps were generated by custom R scripts and the Complexheatmap R package. HOMER package [55] was used for Gene Ontology (GO) analysis and Enrichr was used for TF motif enrichment analysis [56,57,58].

### 5.7. Luciferase Assay

Luciferase assay protocol was performed as previously described [59]. To construct the luciferase reporter vector, a Cd44 3′-UTR fragment containing potential miR-211-5p-binding site (AAAGGGA) was PCR-amplified using primers (5′→3′): F-GGGAGTAGGAGAGCTTCTGTC and R-ATGCCTCCTCATGCCAATCT. The PCR product was inserted into PGEM-T Easy vector (Promega, Madison, WI, USA). Then, the insert was cut from the PGEM-T vector by NotI restriction enzyme (New England Biolabs, Ipswich, MA, USA) and cloned into plasmid psiCHECK-2 (Promega, Madison, WI, USA), which had been previously opened by NotI and dephosphorylated by calf intestinal alkaline phosphatase (CIAP; both from New England Biolabs, Ipswich, MA, USA). The presence of the Cd44 3′-UTR fragment and its orientation in the psiCHECK-2 plasmid were verified by sequencing analysis (Hylabs, Rehovot, Israel).

PsiCHECK-2 vector (200 ng) with confirmed Cd44 3′-UTR fragment was cotransfected with 10 pmol miRIDIAN rno-miR-211-5p mimic or 10 pmol miRIDIAN miR-negative-control (both from Dharmacon, Lafayette, CO, USA) into HEK-293T cells in 24-well plates using lipofectamine 2000 (Invitrogen, Waltham, MA, USA). Twenty-four hours post-transfection, cells were washed with phosphate-buffered saline (PBS) and lysed in Passive Lysis Buffer (Promega, Madison, WI, USA). For each transfection, firefly and Renilla luciferase activities were determined using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA) according to the manufacturer’s instructions and read in a VictorLight 1420 luminescence counter (PerkinElmer, Waltham, MA, USA).

### 5.8. Statistical Analysis

Data were analyzed using GraphPad Prism 8 software (San Diego, CA, USA). All data were examined for normality by goodness of fit test and by Bartlett’s test for variance equality. As the distribution was normal, the parameters were not transformed. There was no sample size calculation; sample size was determined on the basis of previous studies [14,60]. T tests for independent samples were used to compare between groups in experiments with two treatments and one-way ANOVA for multiple comparisons in experiments with three treatments. Two-way repeated measures ANOVA was used to analyze body weight between treatment groups over time. Tukey’s multiple comparison test was used to reveal treatment differences. Data are presented as means ± standard error of the mean (SEM). In the text, statistical values (t and F) and their significance (P) are reported, as well as post hoc multiple comparisons, where appropriate. The symbols in the figures indicate significance between groups, either by t test or post hoc (# *p* < 0.1, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## Figures and Tables

**Figure 1:**
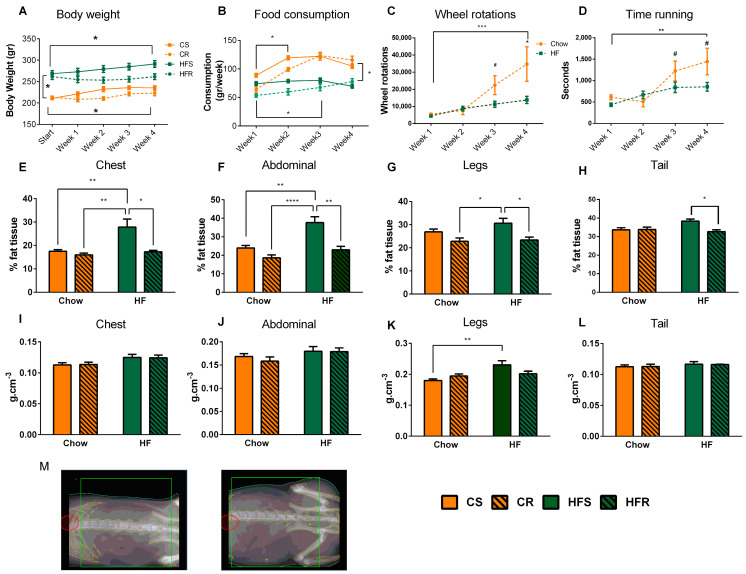
Physiological effects of voluntary exercise on diet-induced obese female Wistar rats. (**A**) Body weight at start point of voluntary activity (PND 90) in specialized exercise chambers, and weekly through experiment. Rats were sacrificed at the end of week 4 (PND 120). Two-way repeated ANOVA revealed a significant main effect of time (F_(4,172)_ =35, *p* < 0.0001) and significant main effect of diet (F_(3,43)_ =24, *p* < 0.0001), and a significant interaction of time and diet on body weight (F_(12,172)_ = 7.8, *p* < 0.0001). (**B**) Weekly food intake. Two-way repeated ANOVA reveled a significant main effect of time (F_(3,74)_ = 16.22, *p* < 0.0001), diet (F_(3,74)_ = 1.251, *p* = 0.27) and non-significant interaction F_(3,74)_ = 0.81, *p* = 0.48 on intake. (**C**) Number of wheel rotations per week. Two-way repeated ANOVA revealed a significant effect of time (F_(3,70)_ = 7.626, *p* < 0.0001) and a significant effect of diet (F_(1,70)_ =6.039, *p* < 0.05, but no significant interaction (F_(3,70)_ = 2.34, *p* = 0.072) with weekly wheel rotations. (**D**) Time (s) spent running on wheels per week. Two-way ANOVA revealed a significant effect of time (F_(3,72)_ = 7.23, *p* < 0.001) and a significant main effect of diet (F_(3,72)_ = 4.27, *p* < 0.05) but no significant interaction (F_(3,72)_ = 1.57, *p* = 0.20). (**E**–**H**) Percentage of body fat of the (**E**) chest (ANOVA: main effect of diet: F_(1,16)_ = 6.7, *p* < 0.05; main effect of activity: F(_1,16)_ = 7.2, *p* < 0.05; interaction of diet x activity: F_(1,16)_ = 4.0, *p* = 0.06); (**F**) abdomen (ANOVA main effect of diet: F_(1,16_ = 14, *p* < 0.001, main effect of activity: F_(1,16)_ = 17, *p* < 0.001, interaction of diet x activity: F_(1,16)_ = 3.8, *p* = 0.07); (**G**) legs (ANOVA main effect of diet: F_(1,17)_ = 1.7, *p* < 0.05, main effect of activity: F_(1,17)_ = 12, *p* < 0.01, interaction of diet x activity: F_(1,17)_ =0.95, *p* = 0.34); (**H**) tail (ANOVA main effect of diet: F_(1,17)_ = 2.0, *p* =0.18, main effect of activity: F_(1,17)_ = 4.7, *p* < 0.05, interaction od diet x activity: F_(1,17)_ =5.4, *p* <0.05). (**I**–**L**) Bone mass density (BMD) of (**I**) chest, (**J**) abdomen, and (**L**) tail; No difference between treatments; (**K**) legs (ANOVA main effect of diet: F_(1,17)_ = 9.5, *p* < 0.01, main effect of activity: F_(1,17)_ =0.52, *p* < 0.48, interaction diet x activity: F_(1,17)_ = 5.2, *p* < 0.05). (**M**) Captured images from DEXA of abdominal region of HFS rat and HFR rat. Data are presented as means ± SEM. Group differences were revealed using Tukey’s post hoc analysis, and significance is indicated as * 0.01 < *p* < 0.05, ** 0.001 < *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, # *p* < 0.1 (trend). n = 10–12 biological replicates per group for behavioral analysis (feeding, body weight, activity); n = 5–6 biological replicates per group for DEXA analysis.

**Figure 2:**
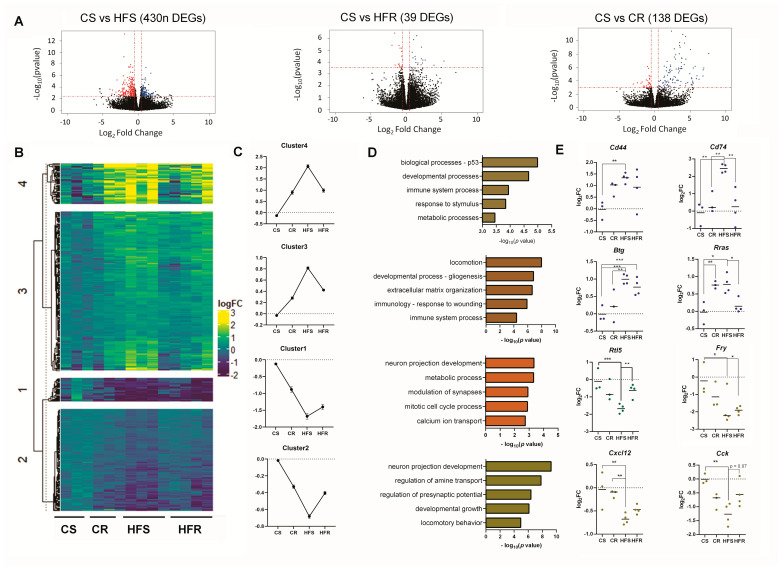
**Transcriptional landscape of differentially expressed genes (DEGs) in the arcuate nucleus.** (**A**) Pairwise analysis of DEGs from the ARC of CS and HFS; CS and HFR and CS and CR are shown in a volcano plot (FDR < 0.1; log_2_FC > 0.5, n = 3 (CS, CR) or 4 (HFS, HFR) biologically independent samples. (**B**) Heat map and (**C**) line graphs show the average transcriptional changes (log_2_FC), compared to the CS group. Gene-sets were clustered by K-means to clusters 1 through 4. Mean of 3 (CS and CR) or 4 (HFS and HFR) biologically independent samples. (**D**) Gene ontology (GO) analysis (ToppFun) for the DEGs that were identified in each cluster. (**E**) Representative DEFs from each cluster. Log_2_FC from the CS is presented in 3 (CS and CR) or 4 (HFS and HFR) biological replicates. Each dot represents a single animal. Data are presented with a line mean. Significant effect between groups is indicated by * 0.01 < *p* < 0.05, ** 0.001 < *p* < 0.01, *** *p* < 0.0001, using ANOVA test with Tukey’ post-hoc test for multiple comparisons.

**Figure 3:**
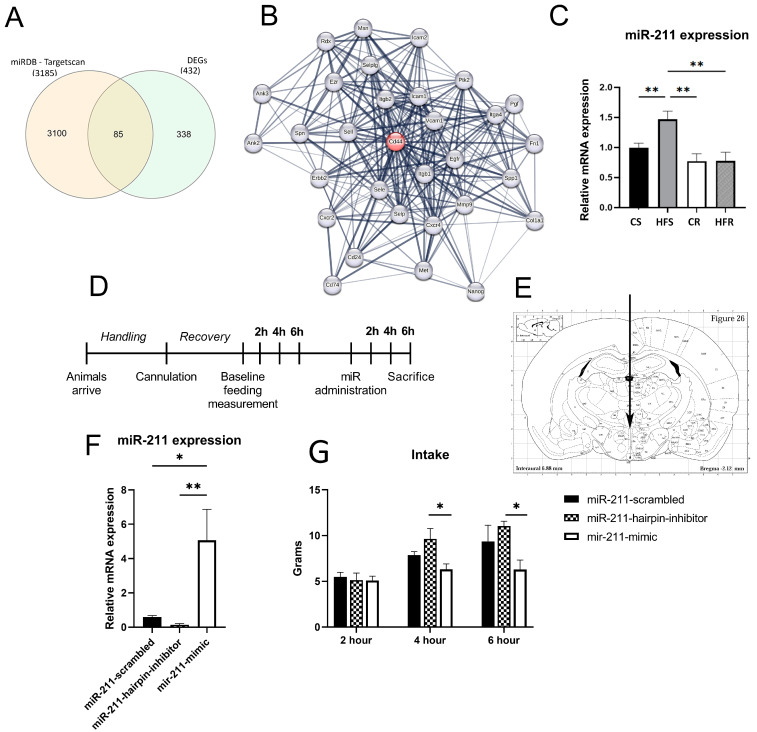
**Effects of central miR-211 administration on feeding in naïve rats.** (**A**) Comparison between the differentially expressed genes and the in silico predicted mRNA targets of miR-211. (**B**) Predicted network analysis using STRING, version 12.0, of the connections of *Cd44* influence 26 of the identified DEGs in Figure 2. (**C**) Transcriptional expression of *miR-211* in the ARC of CS, CR, HFS, and HFR samples measured using RT-qPCR. Relative gene expression if the CS group was set to 1. (**D**) Schematic outline for in vivo miR-injection study. In brief, naïve rats were cannulated with the aid of a stereotactic instrument followed by a recovery period. Food was removed overnight before baseline food intake monitoring to ensure a uniform hunger level between rats at the start of feeding monitoring. Feeding was monitored at three time points for a total of 6 h. One week later, rats were injected with 1 μg of MiRIDIAN hsa-miR-211 mimic, MiRIDIAN hsa-miR-211-hairpin inhibitor, or MiRIDIAN mimic-negative control over a 5 min period and then returned to test cages for feeding monitoring at three time points for a total of 6 h, after which the experiment was terminated. (**E**) Illustration of cannula placement based on stereotactic coordinates AP: −2.12 mm; L: 0 mm; DV: 7.5 mm (from Bregma), shown on the brain atlas. (**F**) After the rats were sacrificed; the ARC was extracted. Relative expression of *miR-211* from extracted ARC using primers specific for *miRNA-211* quantification. (**G**) Feeding profile of rats 2, 4, and 6 h after compound administration; food consumed was briefly removed from each cage at the designated time and weighed manually. Statistical significance at each time point was assessed ANOVA (2 h: F_(2,23)_= 0.99, *p* = 0.38; 4 h: F_(2,23)_= 3.75, *p* < 0.05; 6 h: F_(2,23)_ = 4.25, *p* < 0.05). Statistical significance of gene expression was assessed with ANOVA: F_(2,22)_ = 7.29, *p* < 0.01. Data are presented as mean ± SEM. Significant effect between groups is indicated by * 0.01 < *p* < 0.05, ** 0.001 < *p* < 0.01. Statistical significance for feeding behavior and expression was performed using ANOVA test with Tukey’s test for multiple comparisons.

**Figure 4:**
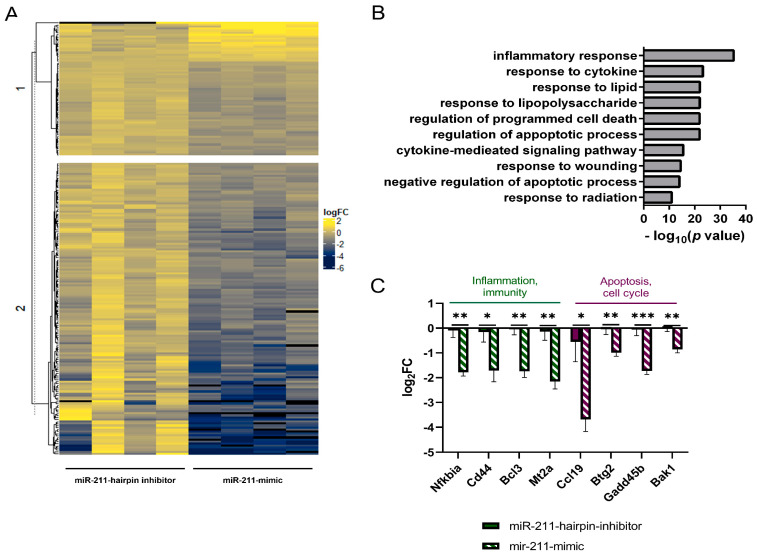
**miR-211 inhibits gene expression related to inflammation and cell cycle in the ARC.** (**A**) Heat map depicting the transcriptional changes of differentially expressed genes (log_2_FC, FDR <0.01, n = 4 biologically independent samples), between miR-211-hairpin-inhibitor treated rats and miR-211-mimic-treated rats. (**B**) Gene ontology (GO) analysis (ToppFun) for the DEGs that were identified to be different between the two treatment groups. (**C**) Mean gene expression of miR-211-hairpin-inhibitor-treated rats vs. miR-211-mimic-treated rats from the biological categories of ‘inflammation, immunity’, and ‘apoptosis, cell cycle’. Significant effect between groups is indicated by * 0.01 < *p* < 0.05, ** 0.001 < *p* < 0.01, *** 0.0001 < *p* < 0.001.

**Figure 5:**
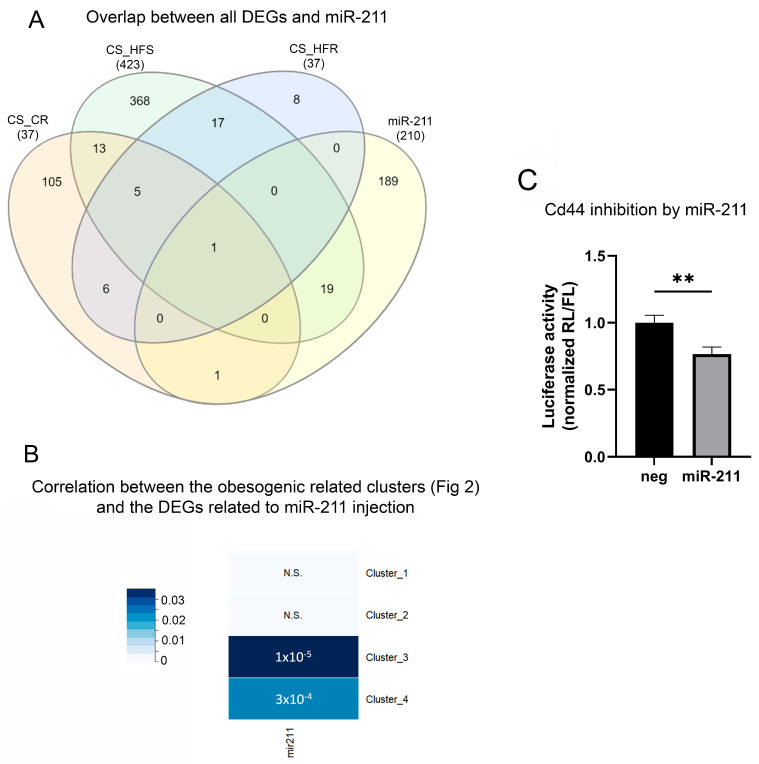
**miR-211 modulates the rescue of obesity induced-aberrantly expressed genes through exercise in the ARC.** (**A**) Venn diagram of differently expressed genes (FDR < 0.01) from the miR-211 administration experiment (n = 214 genes) and the different groups of the DIO/RW experiment. (**B**) Correlation analysis was performed between the DEGs linked to miR-211 administration (miR-211-mimic vs. miR-211-inhibitor) and the distinct clusters outlined in Figure 2 (CS vs. HFS). *p*-value (presented in numbers) and odds ratio (color scale) from Fisher’s exact were calculated by the GeneOverlap package and presented in the heat map. (**C**) Luciferase activity in HEK 293T cells cotransfected with psiCHECK-2 vector containing Cd44 3′ UTR and miR-211, or miR-negative control at 10 nmol. The experiment was performed independently three times, utilizing triplicate biological samples. The Renilla luciferase (RL) reporter signal was normalized to the firefly luciferase (FL) signal as an internal control. Data are presented as mean ± SEM. Significant effect between groups was determined using t test between the two groups. Significant effect between groups is indicated by ** 0.001 < *p* < 0.01, (non-significant N.S.).

## Data Availability

The data that support the findings of this study are openly available in NCBI GEO, with accession number GSE232510. The rest of the data are contained within the article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25137188/s1.

How the deposited data were processed for this re-analysis (not part of the article)

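RNA-seq of the rat ARC from 2 experiments was analysed, with 18 libraries in 5 groups. In the DIO/voluntary running experiment these were 3 CS, 3 HFS and 4 HFR libraries, and in the miR-211 experiment 4 mimic and 4 inhibitor libraries. The CR and negative control groups were not analysed here. Samples were assigned to groups from the sample labels and the paper before the data were examined, as were the main tests and most alternatives, and no sample was reassigned afterwards.

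The authors prepared bulk MARS-seq libraries, trimmed adapters with Cutadapt, aligned to Rnor6 with STAR, removed PCR duplicates with SAMtools and counted reads per Ensembl gene with HTSeq in union mode without strand. The annotation release is not stated. The deposited values are whole-number counts of 32883 genes without normalization. The DIO files also list reads that were not assigned to a gene, and these were left out of library totals and tests. The miR-211 files hold counts corrected for unique molecular identifiers, and whether the DIO counts were collapsed in the same way is not stated. Transcript ends are counted, and reads shared between genes or aligned to more than 1 place are not in the counts. Pseudogenes and paralogs can lose reads in this way, which bears on *Mt1-ps3* and *Mt2A*.

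Depth was 4680736 to 7494207 counts on genes per library in the DIO experiment and 1275263 to 6615927 in the miR-211 experiment. The 10 most abundant genes held between 4.93% and 11.16% of each library, and TMM factors were between 0.976 and 1.039. No pair of libraries held identical counts.

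Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes passed edgeR's filterByExpr, libraries were normalized by TMM, and quasi-likelihood tests with robust dispersion were run, with Benjamini-Hochberg adjustment over all genes tested in a comparison. The DIO fit held all 10 libraries and 11892 genes, and the miR-211 fit 8 libraries and 9625 genes, with common biological coefficients of variation of 0.234 and 0.205. Calls needed an adjusted p under 0.1 in the DIO experiment and under 0.05 in the miR-211 experiment. Fold changes are on the log2 scale with the standard error from the fit, and normalized counts are CPM with TMM factors. Log2 values used a prior count of 2. The PCA used the 500 most variable genes, centred. Cluster membership was read from the 4 runs of ascending row numbers in Table S1, and cluster values are means over genes per library, compared by exact two-sided permutation tests over libraries. Overlaps were tested with Fisher's exact test, two-sided, over the genes tested in both experiments. Sets were tested with camera and fry and against 10000 random lists matched on mean expression in 50 bins.

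The tests were tried on simulated counts with 200 genes changed by a log2 of 1.5, taken only from genes above a floor of expression. Counts were drawn independently for each gene. The tests recovered 96% of these genes in CS vs. HFS, 97% in HFS vs. HFR and 96.5% between mimic and inhibitor (11701, 11664 and 9450 genes tested), with false calls at 9%, 6.7% and 4.5% of all calls. Smaller changes and genes of low expression were not simulated. The Table S1 genes had a mean log2 fold change of 0.49 in HFS over CS. The recovered shares do not say how many changes of that size would be called.

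Named genes are those that the results text or Fig. 2E, Fig. 4C and Fig. 5 name from the RNA-seq, and for each comparison the 3 called genes with the smallest p in each direction whose groups do not overlap. *Capg*, *Ndufs7* and *Metrn* were named after their values were seen. Symbols came only from Tables S1 and S3. The RefSeq table at hand lists no Ensembl identifier of these files, so *Trpm1*, the host gene of miR-211, could not be looked up, and no coordinates are given. GO enrichment, 3′ UTR seed sites and the STRING analysis were not repeated, because no genome annotation or interaction database was used here. The 19 lists of cell-type and response marker genes were void, since at most 60.0% of a list had an identifier and 80% was required.

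Each library was compared with the per-animal columns of Tables S1 and S3 by the interquartile range of the log2 ratio of counts over genes, where a range under 0.01 counted as the same library. This comparison, and the values over the 8 DIO libraries with a column in Table S1, were added after seeing the data. The copy of Table S3 at hand lists 213 genes where the text gives 214, so no overlap or set test was run on it.

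Alternatives were DESeq2, RLE and upper-quartile normalization, looser and stricter filters on low counts, the replicate number as a block, each library left out in turn, only the 2 groups compared, other thresholds on adjusted p and fold change, other PCA and prior count settings, and other backgrounds and call lists for the overlaps.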

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

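The comparisons of single libraries with Table S1, the tests of normalization and of exchanged labels that follow from them, and the use of 20 random draws in the depth test were chosen after the result was seen. Among 58 groups of 4 libraries in which the highest and lowest value were compared with the rest, 4 held a value beyond Dixon's critical value for the gap over the range, where 2.9 are expected by chance.

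CS replicate 2 and HFS replicate 2 are libraries that the paper's Table S1 does not list. On an axis over 430 genes of Table S1 on which the matched CS libraries average 0 and the matched HFS libraries 1, CS replicate 2 lay at 0.95 and HFS replicate 2 at 0.63. These genes were chosen by the study on animals that include the matched libraries, so that the matched libraries lie at their ends of the axis by selection, and the other 2 do not. Another normalization of the same animals' counts is argued against, because the ratio of counts to every column varied over genes with an interquartile range of at least 0.415, where the 8 matched libraries had 0.0. An exchange of the labels of these 2 libraries would put CS replicate 2 at the HFS level, as observed. It would also put HFS replicate 2 at the CS level, which was not observed. With 1 library per group this is not decided, and an exchange cannot be told apart from variation between rats. Over the genes of the PCA, the mean distance of CS replicate 2 was 26.6 to the HFS libraries and 38.2 to the other CS libraries. HFS replicate 2 lay at 26 from the other HFS libraries and 34.3 from CS. The column with the ratio closest to constant was an HFS animal for CS replicate 2 and a CR animal for HFS replicate 2. A wrong label of CS replicate 2 alone, or a library from CR, was not tested and stays open. A biological difference of these 2 rats stays open and untested. No library was reassigned.

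Inhibitor replicate 4 had 6615927 counts on genes, while the other inhibitor libraries had 1559206 to 2096588. Whether depth could produce the predominance of genes lower with the mimic was tested by thinning all 8 libraries at random to 1275263 counts. Over 20 draws the median was 28.5 called genes (17 to 35), of which 96.1% were lower with the mimic (90% to 97.1%), with a median of 25.5 shared with the 43. A difference in depth as the whole cause is therefore argued against, while the number of calls fell. Without this library 1 gene was called, and why it decides the count was not tested.

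*Pomc* in HFR replicate 1 was at 182.4 CPM, while the other HFR libraries were at 900.6 to 1067 CPM. Low *Pomc* was not confined to that group, since CS replicate 3 was at 170.6 CPM. Without HFR replicate 1, the log2 fold change of HFR over HFS moved from -0.35 to -0.03. How much of the ARC each sample holds is a candidate explanation, but the list of ARC peptide neuron genes had identifiers for 21.4% of its members and its test was void. The running of each rat stays open as a biological explanation and was not used here.

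*Fry* in HFR replicate 1, the same library, was at 5.38 CPM and in the other HFR libraries at 1.28 to 1.495 CPM, from 27 counts against 6 to 11. Without this library HFR over HFS turned from 0.09 to -0.64. No technical explanation was tested beyond depth, which at 5031283 counts lay within the range of the group, and a difference between the rats stays open and untested.

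*Gadd45b* in mimic replicate 4 was at 45.59 CPM, while the other mimic libraries were at 29.86 to 31.29 CPM. It remained below the lowest inhibitor library at 84.58 CPM, and the log2 fold change without it was -1.87. Mimic replicate 4 has the smallest library of the 8. No biological explanation was tested.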

How the results depend on the processing

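Settings over the 8 libraries with a column in Table S1, DESeq2 at an adjusted p under 0.01, scaling by library totals alone and the use of Table S1 genes for the overlap were chosen after the result was seen. The thinning was added after seeing the data, and its 20 random draws after single draws had been seen to differ. Across 88 results and 1184 recomputed values, 1030 kept their direction and their side of the threshold or stayed within their spread. RLE normalization changed no named gene's direction or call.

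The number of genes called in CS vs. HFS was 1. It was 2 with DESeq2, 0 with only the 2 groups compared (566 at an unadjusted p under 0.05), 0 at an adjusted p under 0.05 and 49 with DESeq2 over the 8 libraries, and it ranged from 0 to 2 in the 10 fits that each left out 1 library. *Nr4a1* lost its call in 9 of those 10 fits, with an adjusted p from 0.113 to 0.75 (edgeR, Benjamini-Hochberg adjustment), and kept it without HFR replicate 4. Without CS replicate 2 and without HFR replicate 4, 2 genes were called. In CS vs. HFR 2 genes were called, and the number was 16 with DESeq2, 8 with at least 1 count in total and 33 with DESeq2 over the 8 libraries. It ranged from 0 (without CS replicate 1, 564 at an unadjusted p under 0.05) to 3 (without HFS replicate 1) across the fits that left out 1 library. For HFS vs. HFR the number stayed at 0 in these fits and was 5 with DESeq2 over the 8 libraries. The other normalizations and filters not listed here gave counts within 1.5 times these.

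With the replicate number as a block, 0 genes were called in CS vs. HFS (513 at an unadjusted p under 0.05), 0 in CS vs. HFR (594) and 2 in HFS vs. HFR, and the log2 fold change of *Aldh1a1* in HFR over CS turned from -0.01 to 0.09. The numbers do not pair the samples. Libraries of the same number correlated no more than others, with residual correlations from -0.245 to 0.184 in the DIO groups and from -0.056 to 0.241 between mimic and inhibitor, where a pairing would need more than 0.1 in each pair.

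Between mimic and inhibitor 43 genes were called. The number was 194 with DESeq2, 130 with DESeq2 at an adjusted p under 0.01, 125 with at least 1 count in total, 1 at an adjusted p under 0.01, and a median of 28.5 after thinning all libraries to the smallest total. It ranged from 0 to 111 in the 8 fits that each left out 1 library, with 0 without mimic replicate 1 or 3, 2 without mimic replicate 2, 13 without mimic replicate 4, 1 without inhibitor replicate 4, 26 without inhibitor replicate 2, 64 without inhibitor replicate 3 and 111 without inhibitor replicate 1. The share lower with the mimic was 97.7%, 100% for the 1 gene at an adjusted p under 0.01, and 92.3% to 100% in the 6 fits without 1 library that called any gene. Depth limits this count, as the thinning shows, and the cause of the dependence on single libraries was not tested.

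The share of variance on PC1, 36.4%, was 23.3% with all genes and 33.7% to 42.9% with each library left out. The position of HFR on PC1, -1.09, was 2.04 with all genes, -3.65 with a prior count of 0.5 and between -3.8 (without CS replicate 3) and -0.28 (without CS replicate 2) with each library left out. It is a ratio to the distance between CS and HFS on PC1, and the cause of its changes was not tested.

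In cluster 1 HFS minus HFR was -0.02. It turned to 0.01 with a prior count of 0.5 and ranged from -0.28 to 0.18 with each library left out. It was above 0 without HFS replicate 1 (0.04), HFS replicate 3 (0.08), HFR replicate 1 (0.18) or HFR replicate 2 (0.03), and the cause was not tested. Clusters 2 to 4 kept their direction in all settings run, and with the median over genes HFS minus HFR in cluster 4 was 0.95 with an exact two-sided permutation p of 0.0571, the smallest that 3 against 4 allow.

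The overlap of cluster 3 with genes lower with the mimic was 2 genes. With all genes in the files as background the same 2 genes passed an unadjusted threshold of 0.05 because of the larger background. With DESeq2 calls it was 12, and that of cluster 4 went from 0 to 6, with more genes called. With Table S1 genes in place of the CS vs. HFS calls, the overlap of both experiments went from 0 to 2, and to 19 with DESeq2 calls. The shift of the predicted targets in CS vs. HFS was 0.154, and with at least 10 counts in every library 0.153, with a fry p of 0.0541 over 78 targets.

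Among named genes, HFR over CS changed direction over the 8 libraries with edgeR and with DESeq2, each followed here by the lowest and highest value with each library left out. *Rtl5* turned from 0.16 to -0.13 and -0.13 (-0.13 to 0.37). *Rras* turned from -0.18 to 0.21 and 0.21 (-0.36 to 0.22). *Cd74* turned from -0.96 to 0.22 and 0.21 (-1.47 to 0.22). *Mt2A* turned from -0.21 to 0.40 and 0.40 (-0.54 to 0.40). *Cxcl16* turned from -0.36 to 0.14 and 0.13 (-0.73 to 0.14). *Hspb1* turned from -0.27 to 0.57 and 0.57 (-0.60 to 0.58). *Hmox1* turned from -0.06 to 0.09 and 0.10 (-0.24 to 0.09). *Timp1* turned from -0.16 to 0.35 and 0.35 (-0.49 to 0.36). *Aldh1a1* turned from -0.01 to 0.35 and 0.35 (-0.29 to 0.35), and was 0.00 with DESeq2 over all 10 libraries. Leaving out CS replicate 2 alone changed the direction of all 9. Without HFR replicate 1 the value was 0.07 for *Mt2A*, 0.06 for *Hmox1*, 0.10 for *Timp1* and 0.11 for *Aldh1a1*, and *Aldh1a1* was 0.12 without HFR replicate 4. These are not all such fits, since the direction changed in 4 of the 10 for *Hmox1* and in 4 for *Aldh1a1*. *Gad2* in HFR over CS was -0.47 (-0.81 to 0.01) and in HFS over CS -0.35 (-0.70 to 0.11), both turning without CS replicate 1, and *Fry* in HFR over HFS was 0.09 (-0.64 to 0.33), with -0.64 without HFR replicate 1 and -0.08 without HFS replicate 1. These genes have few counts in places (*Rtl5* 14 to 48 and *Fry* 6 to 27 per library), which limits their fold changes. The cause was not tested. In 40 other recomputed values a named gene lost its call, and in 21 it gained one.

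Planned and not run were the overlaps with the paper's own Table S3 list and with its Tables S1 and S3, because the copy of Table S3 holds 213 genes and the paper gives 214. Also not run were the 3′ UTR seed-site sets and the marker lists with their alternatives, for lack of an annotation that pairs the identifiers with genes. Without mimic replicate 1 or 3 the share lower with the mimic has no value, because no gene was called.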

Differences from the paper's values

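The paper reports 265 genes lower and 165 higher in CS than in HFS, where 1 and 0 were called here. None of the alternatives set before the data were examined closed the gap. DESeq2 over the 8 libraries with a column in Table S1, a setting chosen after seeing the values, gave 46 and 3 and did not close it either, and 36 of these 49 genes are in Table S1. This setting compares 2 CS with 2 HFS libraries, where Table S1 has columns for 3 CS and 4 HFS animals, so the same comparison could not be run here. For CS vs. HFR the paper reports 19 genes lower and 20 higher in CS, where 1 and 1 were called here. No alternative set before the data were examined closed this gap, while that DESeq2 setting, chosen after seeing the values, gave 19 and 14, within 1.5 times the paper's numbers.

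The paper reports 214 genes that differ between mimic and inhibitor, 194 of them lower with the mimic, where 43 and 42 were called here. With DESeq2 the numbers were 194 and 181, within 1.5 times the paper's, and no other alternative set before the data were examined closed the gap. DESeq2 at an adjusted p under 0.01, the threshold of the paper's text, was added after seeing the values and gave 130 and 124. The paper counts 21 genes shared by its experiments, where 0 were shared here, and no alternative set before the data were examined closed the gap. Table S1 genes with DESeq2 calls between mimic and inhibitor, chosen after seeing the values, gave 19.

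For the overlap with genes lower with the mimic, the paper's Fig. 5B shows a -log10 p of about 5 for cluster 3 and of about 3.5 for cluster 4, read by eye. Fisher's exact test, two-sided, gave -log10 p of 0.735 and 0 here (p = 0.184 and 1). With DESeq2 calls these were 4.6 and 5.46 (p = 2.52e-05 and 3.43e-06 by the same exact test), so that on the -log10 scale the DESeq2 value of cluster 3 lies within 1.5 times the paper's and that of cluster 4 does not. Judged on p itself, none of the alternatives set before the data were examined came within 1.5 times the paper's. The paper states an average feature count of 2251492 per sample, where the mean over the 18 libraries was 4333370 (SD 1979831). No alternative was set for this value, and the mean over the 8 mimic and inhibitor libraries alone, a choice made after seeing the values, was 2677227.

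For 15 of the 17 DIO genes compared, the log2 fold change of HFS over CS differed from that of Table S1 by more than the larger standard error, with the same sign in all 17. The paper's errors in Table S1 are standard errors of the fold change. For each gene the paper's value is given first, then the value here. For *Rtl5* they were -1.42 and -0.53, and leaving out HFS replicate 2 gave -1.09, within the error. For *Cxcl12* they were -0.63 and -0.42, and the gap closed with DESeq2 (-0.43) and without CS replicate 1 (-0.53), CS replicate 2 (-0.44), HFS replicate 2 (-0.48) or HFS replicate 3 (-0.42). For *Btg2* they were 1.04 and 0.74, and the gap closed without CS replicate 2 (1.10), HFS replicate 2 (0.77) or HFS replicate 3 (0.78).

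Leaving out CS replicate 2 alone closed the gap for *Rras* (0.87 and 0.37, with 0.76 without it), *Cd74* (2.29 and 0.92, with 2.10), *Cxcl16* (1.48 and 0.63, with 1.12), *Pomc* (2.08 and 0.96, with 1.62) and *Aldh1a1* (1.31 and 0.70, with 1.05). For *Cd44* (1.38 and 0.87) it closed without CS replicate 2 (1.16) or HFS replicate 2 (0.99). For *Mt2A* (1.71 and 0.94) and *Timp1* (1.47 and 0.88) it closed without CS replicate 2 (1.53 and 1.39) or HFS replicate 3 (1.11 and 0.96). For *Hspb1* (2.03 and 1.14) it closed without CS replicate 2 (1.98), HFS replicate 2 (1.40) or HFS replicate 3 (1.42). For *Fry* (-1.90 and -0.81), *Hmox1* (1.04 and 0.45) and *Gad2* (-1.06 and -0.35), none of the alternatives set before the data were examined closed the gap. Over the 8 libraries with a column in Table S1, a setting chosen after seeing the values, 13 of the 15 genes came within the error with edgeR and all 15 with DESeq2.

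The paper states that HFS and HFR differ in every cluster, and exact two-sided permutation tests of the cluster means over all libraries gave p of 0.114 or more here. Some alternatives reached the smallest p that their libraries allow. With the median over genes the exact p of cluster 4 was 0.0571, without HFR replicate 4 that of clusters 3 and 4 was 0.1, and without HFS replicate 2 that of clusters 2 to 4 was 0.133. It states that CS forms a distinct cluster on PC1 apart from HFS, and CS replicate 2 lay at 18.55, above all HFS libraries. It places HFR near CS, and the HFR mean lay at -1.09 on the scale from CS to HFS. It describes 1 deviating HFR subject, and here HFR replicate 4 deviated on PC1 (13.13) and replicate 3 on PC2 (30.35). It states that *Btg2* and *Rras* rose in HFS, and neither was called here (adjusted p = 0.994 each from edgeR with Benjamini-Hochberg adjustment). Among the genes it lists as lower with the mimic, *Nfkbia*, *Cd44*, *Mt2A*, *Ccl19*, *Btg2*, *Bak1* and *Hmox1* were not called by edgeR and were called by DESeq2. *Nfkbia* was also called with the replicate block and without any one of inhibitor replicates 1, 2 and 3, *Cd44* with the replicate block, *Hmox1* with the replicate block and without inhibitor replicate 3, and *Ccl19* without inhibitor replicate 1. *Timp1*, which it names among the shared genes, was called in neither experiment. *Aldh1a1*, *Cd74* and *Hspb1* were called in CS vs. HFS with DESeq2 over the 8 libraries, a setting chosen after seeing the values.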

Other observations

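The splits of the libraries and the return of selected genes were set before their results were seen. The test of depth was added after seeing the data, its 20 random draws after single draws had been seen to differ, and the test of scaling and the list of genes shared by the DIO and miR-211 experiments after the result was seen.

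Other splits of the same libraries show how many calls a random division of rats gives with edgeR. In CS vs. HFS, 2 of the 10 splits of the 6 libraries gave as many calls as the real one, and 10 splits can never give a share under 0.05. In CS vs. HFR, 4 of the 35 splits gave at least 2 calls, with up to 37. In HFS vs. HFR no gene was called (504 at an unadjusted p under 0.05), so 35 of 35 splits reach that count by definition and it tests nothing, and another split gave up to 50 calls. Between mimic and inhibitor, 1 of the 35 splits, the real one, gave 43 calls, and the median of all splits was 0. Of the DIO comparisons only CS vs. HFR could be tested in this way, and its 2 calls were not separated from other divisions of the libraries, while the mimic and inhibitor calls were.

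The return of CS vs. HFS genes towards CS in HFR was tested by letting any 3 of the 7 high-fat libraries stand in for HFS and choosing the 430 genes with the smallest p anew. In 24 of the 35 choices the other 4 libraries returned at least as far as HFR did (25.6% to 78.5%, median 42.7%, against 39.9% for the real groups). With the 8 libraries that have a column in Table S1, 7 of 15 choices did (24.9% to 57.4%, median 41.5%, against 43.6%). A return of this size is consistent with the selection of the genes alone, since 24 of 35 choices gave it. That return lies above the 22.9% to 28.8% of simulated libraries with HFR equal to HFS. It lies below the 45.4% to 53.1% of simulated libraries without group differences, so the simulations alone do not place HFR at either. They drew each gene independently and took measured means as true, so their ranges leave out variation that the genes of a library share.

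The hypothesis that a few genes shifted the scaling and so moved the calls to one side would need a shift as large as the falls of the called genes. Relative to library totals alone, TMM, RLE and upper-quartile normalization moved mimic against inhibitor by a log2 of at most 0.017 in size, while the smallest fall among the 42 genes was a log2 fold change of -0.85, which argues against it as the whole cause. With library totals alone 40 genes were called, 39 of them lower with the mimic. Leaving the called genes out of the scaling changed no call and decides nothing. The depth test, in which the share was 96.1%, argues against depth as the whole cause. Among all 9625 genes the share lower with the mimic was 48.4%. Differences in cell composition, in GC content and between library batches were not tested here and stay open beside an effect of the injected RNAs, which is a hypothesis for these 43 genes, found and tested on the same data. Without a negative control group here, a fall with the mimic and a rise with the inhibitor cannot be separated.

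The paper's 85 predicted miR-211 targets did not fall as a set with the mimic. Of 72 tested, 40 were higher and 32 lower, with a median log2 fold change of 0.03, at percentile 75.5 of random lists whose medians lay between -0.05 and 0.07. The p was 0.858 with camera, 0.823 with its estimated correlation and 0.982 with fry. None was called by edgeR, 18 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone. The DESeq2 calls include *Cd44*, which the paper names among these targets (adjusted p = 0.0286 after Benjamini-Hochberg adjustment). This list was chosen on the DIO libraries, so the mimic and inhibitor libraries are independent of that choice.

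Of the genes that Table S2 pairs with *Cd44*, 28 were tested between mimic and inhibitor. With the mimic 21 of them were lower (median log2 fold change -0.31), none was called by edgeR, and 10 had an unadjusted p under 0.05. *Cxcl12*, which was lower in HFS than in CS, was higher with the mimic by a log2 fold change of 0.81 (standard error 0.22, adjusted p = 0.174 from edgeR with Benjamini-Hochberg adjustment).

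The 19 genes that Table S1 shares with the DESeq2 calls included *Mt1-ps3*, *Mt1m* and *Mt2A*. Their log2 fold changes of mimic over inhibitor were -2.29, -1.95 and -2.07, and those of HFS over CS 0.61, 1.00 and 0.94. *Junb*, *Cebpd* and *Atf3* were also lower with the mimic, by log2 fold changes of -1.56, -1.73 and -1.73, and higher in HFS by 0.71, 0.85 and 2.06. No biological explanation was tested for this list.

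The share of genes for which groups did not overlap was 9.7% in CS vs. HFS (chance 10%), 5.5% in CS vs. HFR (chance 5.7%), 6.8% in HFS vs. HFR (chance 5.7%) and 5.9% between mimic and inhibitor (chance 2.9%).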
